# RNA-seq analysis reveals significant transcriptome changes in turbot (*Scophthalmus maximus*) suffering severe enteromyxosis

**DOI:** 10.1186/1471-2164-15-1149

**Published:** 2014-12-19

**Authors:** Diego Robledo, Paolo Ronza, Peter W Harrison, Ana Paula Losada, Roberto Bermúdez, Belén G Pardo, María José Redondo, Ariadna Sitjà-Bobadilla, María Isabel Quiroga, Paulino Martínez

**Keywords:** RNA-seq, Transcriptome, Turbot, *Enteromyxum scophthalmi*, Enteromyxosis, Immune response, Apoptosis, Erythropoiesis, Cytoskeleton, Digestive function

## Abstract

**Background:**

Enteromyxosis caused by the intestinal myxozoan parasite *Enteromyxum scophthalmi* is a serious threat for turbot (*Scophthalmus maximus*, L.) aquaculture, causing severe catarrhal enteritis leading to a cachectic syndrome, with no therapeutic options available. There are still many aspects of host-parasite interaction and disease pathogenesis that are yet to be elucidated, and to date, no analysis of the transcriptomic changes induced by *E. scophthalmi* in turbot organs has been conducted. In this study, RNA-seq technology was applied to head kidney, spleen and pyloric caeca of severely infected turbot with the aim of furthering our understanding of the pathogenetic mechanisms and turbot immune response against enteromyxosis.

**Results:**

A huge amount of information was generated with more than 23,000 identified genes in the three organs, amongst which 4,762 were differently expressed (DE) between infected and control fish. Associate gene functions were studied based on gene ontology terms and available literature, and the most interesting DE genes were classified into five categories: 1) immune and defence response; 2) apoptosis and cell proliferation; 3) iron metabolism and erythropoiesis; 4) cytoskeleton and extracellular matrix and 5) metabolism and digestive function. The analysis of down-regulated genes of the first category revealed evidences of a connexion failure between innate and adaptive immune response, especially represented by a high number of DE interferon-related genes in the three organs. Furthermore, we found an intense activation of local immune response at intestinal level that appeared exacerbated, whereas in kidney and spleen genes involved in adaptive immune response were mainly down-regulated. The apoptotic machinery was only clearly activated in pyloric caeca, while kidney and spleen showed a marked depression of genes related to erythropoiesis, probably related to disorders in iron homeostasis. The genetic signature of the causes and consequences of cachexia was also demonstrated by the down-regulation of the genes encoding structural proteins and those involved in the digestive metabolism.

**Conclusions:**

This transcriptomic study has enabled us to gain a better understanding of the pathogenesis of enteromyxosis and identify a large number of DE target genes that bring us closer to the development of strategies designed to effectively combat this pathogen.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1149) contains supplementary material, which is available to authorized users.

## Background

Turbot (*Scophthalmus maximus*, L.) is a marine flatfish which has been intensively cultured in Europe for more than 25 years. Turbot aquaculture production currently accounts for over 10,000 tons/year in Europe, and has rapidly increased in China during the last decade, reaching more than 60,000 tons in 2011 [1]. Although its entire life cycle is routinely carried out at farm facilities, major challenges related to growth rate and disease outbreaks are the main concerns for the turbot industry [2–5].

The myxozoan genus *Enteromyxum* includes three intestinal species, which all cause serious problems for seawater aquaculture. *Enteromyxum*’s virulence varies depending on the specific parasite-host interaction, ranging from highly pathogenic in some species pairs, such as *E. scophthalmi* infection of turbot, to chronic (*E. leei* in gilthead sea bream, *Sparus aurata*) or subclinical (*E. fugu* in tiger puffer, *Takifugu rubripes*) disease signs in others. *E. scophthalmi* is a serious threat for cultured turbot, that spreads rapidly in farm facilities due to direct fish-to-fish transmission, and causes a cachectic syndrome which eventually leads to death [6]. Diseased fish present anorexia, anaemia, weight loss, poor conversion rates and delayed growth, with mortality rates reaching up to 100% in many cases [6, 7]. The main histological changes are catarrhal enteritis and lymphohaematopoietic depletion of spleen and kidney, the severity of which increases with the progression of the infection [8]. Although some drugs have been able to lower the mortality rates [9], currently there is no effective treatment for enteromyxosis. Understanding the disease pathogenesis through the study of host-parasite interaction and turbot immune response is critical in order to develop effective treatments and apply preventive measures. Numerous recent studies have been focused on elucidating these processes, mainly through histopathological, immunoenzymatic and serological assays [10–16]. Nevertheless, while PCR-array and microarray based molecular profiling of gilthead sea bream response to *E. leei* has been recently published [17, 18], gene expression characterization of *E. scophthalmi*-infected turbot is lacking. Transcriptome analysis is an invaluable tool for the elucidation of the biological processes behind host-parasite interactions, and in the last decade this approach, mainly based upon microarrays, has been extensively used in fish immunology and pathology [19], and specifically in turbot for analyzing furunculosis and scuticociliatosis [20, 21]. Additionally, the identification of relevant immune gene variants conferring tolerance to parasites is essential in order to develop marker assisted selection programmes that can lead to increased resistance [17, 22]. RNA-seq is a powerful technique for the analysis of gene expression due to its higher sensitivity and specificity in comparison to microarrays, along with its ability to detect new genes, rare transcripts, alternative splice isoforms, and novel SNPs which can be used for association studies [23–25]. For these reasons it is rapidly becoming the technology of choice for transcriptomic studies [19, 26].

In this study, a gene expression analysis of *E. scophthalmi*-infected turbot was carried out using RNA-seq on the two major lymphohaematopoietic organs, head kidney and spleen, and also on the pyloric caeca, the target intestinal region where the parasite infection starts in this species [27]. Fish categorised with a severe infection were used with the aim of capturing the gene expression signatures associated with advanced stages of the disease as a first reference to investigate the genetic mechanisms underlying the pathogenesis of enteromyxosis. Our findings constitute the basis of future studies aimed at investigating resistance-related genes and associated genetic variants that could be applied in breeding programmes. This is the first study to tackle the molecular basis of lesion development and the immune response underlying enteromyxosis in turbot.

## Results

### Histopathology

Experimentally-infected (recipient, RCPT) fish selected for RNA-seq analysis presented catarrhal enteritis characterized by severe parasitic load along the entire gastrointestinal tract associated with moderate to severe inflammatory infiltrates and lining epithelium detachment. In most gut segments, apoptotic figures in both epithelium and lamina propria were observed, while signs of epithelium regeneration were sporadically annotated. Spleen and head kidney showed moderate to severe cellular depletion, with occasional observation of indicators of apoptosis. There were no significant histological changes in the other organs of recipient fish (RCPT) neither in any samples from control fish (CTRL).

### RNA-seq

A total of ~170 million 100 bp pair-end reads were sequenced, accounting for on average 15 million reads per sample post-filtering. 

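Counts were taken from 12 libraries, 4 from each of head kidney, spleen and pyloric caeca. In each organ 3 libraries came from single RCPT fish, called RCPT 1, RCPT 2 and RCPT 3 here, and 1 library came from RNA pooled from 3 CTRL fish, all sampled on day 42. The authors trimmed the reads, mapped them to the turbot genome with Tophat2 and counted those on each gene with HTSeq-count, so the deposited values are counts without normalization. Within each organ the counts were scaled by TMM, and RCPT fish were compared with CTRL by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the genes that edgeR's filter on low counts kept. Genes with an adjusted p below 0.05 and an absolute log2 FC above 1 were called DE, the limits the paper gives. A minimum transcript length, which the paper also set, was not applied, since the table analysed here holds no lengths. Gene values are CPM after TMM, that is counts scaled to the library total multiplied by its TMM factor. They are given as the mean and SD of 3 RCPT fish beside the single CTRL value. No organ had a CTRL replicate, so the spread in tests within an organ and of differences between organs came from the RCPT fish alone, and the CTRL pool was assumed to vary like them. The fit of 1 effect over the 3 organs also takes spread from the 3 CTRL pools. A fold against a group at 0 counts was computed against a floor of 3 counts over that group, and with 1 to 3 counts it is given with a 95% counting interval. Intervals and floors cover counting error only. The SE given with a log2 FC is its absolute value over the square root of the F value of the quasi-likelihood test. It follows from that test and is no separate measure of precision. With 0 counts in a group the log2 FC depends on the prior count, so its SE gives no precision there. By chance 50% of genes would have all 3 RCPT fish of an organ on 1 side of its CTRL, so a shared direction alone says little. Genes carry the identifiers and annotation names of the deposited table, where several genes may share 1 name, and reads of such paralogs may have been split between them. A gene DE in one organ and not in another was taken to differ between organs only where the difference of its log2 FC, tested over all 12 libraries, passed the same limits.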

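In the deposited table 22752 genes had at least 1 count in at least 1 of the 12 libraries. At least 1 count was found for 22299 genes in head kidney, 22069 in spleen and 22174 in pyloric caeca, and 17653 genes had counts in every library. With a minimum of 1 CPM in at least 1 library, the number over the 3 organs was 21499. An annotation name was given for 11229 genes of the table (48.7%).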

Filtered reads were mapped to the turbot genome identifying a total of 54,864 transcripts and 23,063 genes in the three organs. The average number of raw, filtered and mapped reads for the samples of each organ are shown in Table 1. 

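Counts on genes averaged 12334197 per library in head kidney, 11084659 in spleen and 11389263 in pyloric caeca (n = 4 libraries each). Single libraries ranged from 8632879 in RCPT 2 of spleen to 13641955 in RCPT 2 of head kidney, and the CTRL pools had 9965216 in head kidney, 10924615 in spleen and 10905887 in pyloric caeca. The 10 genes with the most counts took 22.2% of the counts of RCPT 1 in spleen, against 8.67 to 9.29% in the other spleen libraries. In pyloric caeca the same share was 21.2, 8.57 and 16.7% in RCPT 1, RCPT 2 and RCPT 3 and 15.5% in CTRL. TMM factors lay between 0.803 (RCPT 1 of spleen) and 1.23 (RCPT 2 of pyloric caeca).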

For each organ the control and infected samples were hierarchically clustered according to their transcript expression (Figure 1) confirming the correct classification of infected and control samples.

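Libraries of each organ were clustered by complete linkage on Euclidean distances between log2 values of CPM plus 1. CTRL joined last, outside the 3 RCPT fish, in each organ and in 100% of 1000 bootstrap resamples of genes. The mean distance of CTRL to the RCPT fish was 1.67 times the mean distance among RCPT fish in head kidney, 1.39 times in spleen and 2.34 times in pyloric caeca. On CPM without the log these ratios were 0.926, 0.613 and 1.60, and CTRL was then not outside the RCPT fish in head kidney, spleen and pyloric caeca. With 1 CTRL library per organ, chance places CTRL last in 1 of 4 labellings.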

**Table 1:** **RNA-Seq sample statistics**

Sample	Raw reads	Trimmed reads	Aligned reads
Head kidney	17,431,026	15,929,258	14,321,389
Spleen	16,393,159	14,705,171	13,124,477
Pyloric caeca	17,094,324	15,341,340	9,963,567

Average raw reads obtained by Illumina sequencing, average trimmed reads remaining after filtering and average reads aligned to the turbot genome per sample are shown for each organ.

**Figure 1:**
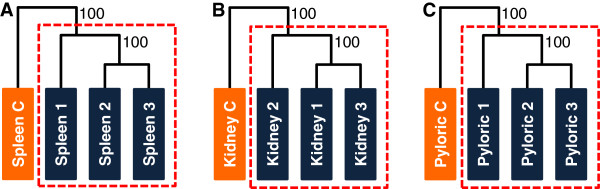
**Samples hierarchical clustering by organ.** Hierarchical clustering of all diseased and control samples for **A** Spleen, **B** Head kidney and **C** Pyloric caeca. Approximately unbiased *P*-values, computed by multi-scale bootstrap resampling, are displayed on branch nodes and clusters of samples with an approximately unbiased *P*-value > 0.95 are indicated with a dashed red box, indicating strong support.

### Differential expression analysis

A total of 4,762 differentially expressed (DE) genes were identified across the three organs when comparing RCPT and CTRL fish. 

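Across the 3 organs 4018 genes were DE, of which 1870 were higher in RCPT than in CTRL in at least 1 organ and 2186 were lower, with 38 genes counted on both sides. Names were given for 2066 of them. Over the alternatives the number ranged from 1413, by a test against an absolute log2 FC of 1 (glmTreat), to 6858 by edgeR's likelihood ratio test, and it was 1502 without RCPT 3. With RCPT and CTRL compared once over all 12 libraries and the organ as a covariate, 1908 of 19414 genes were DE (866 higher, 1042 lower). With the fish number as a random replicate block in head kidney and pyloric caeca, and the mean of the 3 effects tested by limma with voom, it was 1736, beside 2012 without the block. The number by edgeR was 727 without RCPT 3 and 1010 without RCPT 2.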

The number of DE genes (up- and down-regulated) for each organ and those shared between organs is shown in Figure 2. 

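In head kidney 601 of the 19475 genes tested were DE, 197 higher and 404 lower in RCPT than in CTRL. The spleen had 306 DE genes of 18664 tested (126 higher, 180 lower), and pyloric caeca had 3437 of 18144 (1668 higher, 1769 lower). Genes at an unadjusted p under 0.05 numbered 4759, 4231 and 6684 in the same order. Head kidney and spleen shared 102 DE genes, where 9.58 were expected by chance over the 17441 genes tested in both (Fisher's exact test across genes, one-sided p = 1.6e-77). For head kidney and pyloric caeca the shared number was 160 against 90.7 expected (Fisher's exact test, p = 2.2e-14), and for spleen and pyloric caeca 102 against 48.4 (Fisher's exact test, p = 8.4e-15). Genes are not independent replicates, so these p values are descriptive. Of the shared genes, 90 were lower and 12 higher in both head kidney and spleen, and 0 had opposite directions. Opposite directions were seen for 28 of the genes shared by head kidney and pyloric caeca and for 13 shared by spleen and pyloric caeca.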

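Lower expression in RCPT than in CTRL was found for 67.2% of the DE genes of head kidney, 58.8% of those of spleen and 51.5% of those of pyloric caeca. This balance was reversed under some alternatives. In head kidney more genes were higher than lower by the exact test (1088 and 1003, or 1081 and 1019 with no filter), the likelihood ratio test (1248 and 1067), DESeq2 (1104 and 646), all 12 libraries in one fit (714 and 626) and without RCPT 2 (1579 and 972). In spleen this was so by DESeq2 (943 and 605) and without RCPT 1 (575 and 564). In pyloric caeca it was so by the likelihood ratio test (2267 and 2199), with all libraries in one fit (1916 and 1909), with at least 1 CPM in 2 of 4 libraries (1585 and 1583) and without RCPT 1 (2347 and 2325). With library totals in place of TMM, 3193 genes were higher and 1511 lower in pyloric caeca, beside 1668 higher and 1769 lower with TMM. Totals alone moved the median log2 FC of all genes tested in this organ by 0.34, and by -0.12 in head kidney and -0.11 in spleen.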

A high number of down-regulated genes (3,062) were detected, 68.5% more than up-regulated (1,817). 

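The DE genes of head kidney numbered 2551 without RCPT 2 and 144 without RCPT 3. Those of spleen numbered 1139 without RCPT 1, and 0 without RCPT 2 or without RCPT 3 by the quasi-likelihood test, where 3554 and 3219 genes had an unadjusted p under 0.05. Pyloric caeca had 1385 DE genes without RCPT 3, 2560 without RCPT 2 and 4672 without RCPT 1. With every library thinned to the smallest total of 8632879 counts, 605 genes were DE in head kidney, 322 in spleen and 3396 in pyloric caeca. By other tests on all libraries, the numbers in head kidney, spleen and pyloric caeca were 2091, 1527 and 4248 with edgeR's exact test and 1750, 1548 and 3671 with DESeq2. A test against an absolute log2 FC of 1 (glmTreat) gave 139, 0 and 1294, with 1407 of 18664 genes of spleen at an unadjusted p under 0.05.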

Pyloric caeca showed the highest amount of DE genes, almost double that of the other two organs. The percentage of DE annotated transcripts was similar in the three organs: 44.1% in head kidney, 181 up-regulated and 400 down-regulated; 42.3% in spleen, 229 up-regulated and 353 down-regulated; and 46.9% in pyloric caeca, 562 up-regulated and 851 down-regulated. 

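Of the DE genes found with the deposited counts, 50.2% carried an annotation name in head kidney, 51.0% in spleen and 51.5% in pyloric caeca. The same share among all genes tested was 49.8, 50.0 and 51.0%. Named DE genes numbered 101 higher and 201 lower in head kidney, 61 higher and 95 lower in spleen, and 844 higher and 926 lower in pyloric caeca.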

Log_2_ fold change (FC) values ranged from 11.26 to -11.18 in head kidney, from 13.29 to -12.83 in spleen, and from 12.13 to -15.18 in pyloric caeca.

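The largest log2 FC among DE genes was 8.54 in head kidney, for a gene annotated as cd276 antigen-like (XLOC_007300), which had 0 counts in CTRL and was at least 13.4-fold higher in RCPT. In spleen it was 8.01, for calcium-dependent secretion activator 1 (XLOC_013638, 0 counts in CTRL, at least 11.3-fold higher), and in pyloric caeca 12.14, for a hypothetical protein (XLOC_020688, 0 counts in CTRL, at least 151-fold higher). The smallest was -11.16 in head kidney, for a gene without a name (XLOC_000450, 0 counts in RCPT, at least 295-fold lower). In spleen the smallest, -12.83, was that of a gig2-like protein (XLOC_022929, 0 counts in RCPT, at least 893-fold lower). In pyloric caeca it was -15.19, for myeloid cell lineage chitinase (XLOC_021468), with a ratio of counts 51690.2-fold lower (95% counting interval 9276 to 2041807). Each of these genes had 0 or 1 count in 1 of the groups, so the fitted log2 FC depended on the prior count: with a prior count of 2 in place of edgeR's default, the ends were 6.52 and -8.03 in head kidney, 5.61 and -8.84 in spleen, and 9.95 and -13.72 in pyloric caeca. Next to these ends stood calretinin-like (XLOC_016710, at least 12.9-fold higher in head kidney), otoferlin-like (XLOC_012036, 242-fold lower (95% counting interval 42.3 to 9656) in spleen), and in pyloric caeca lactase-phlorizin hydrolase-like (XLOC_001161, at least 3333-fold lower) and type-4 ice-structuring protein ls-12-like (XLOC_008129, 23853-fold lower (95% counting interval 8161 to 115675)). Unnamed XLOC_003865 was among the largest in both head kidney (120.1-fold higher (95% counting interval 33.1 to 993)) and spleen (153-fold higher (95% counting interval 27.3 to 6056)). Near the ends were also XLOC_012706, without a name, and the gig2-like gene in head kidney (717-fold lower (95% counting interval 127 to 28446) and 1879.8-fold lower (95% counting interval 336 to 74390.3)), and in spleen a lectin (XLOC_010614, 97.2-fold lower (95% counting interval 32.4 to 479)) and XLOC_000818, without a name (58.7-fold higher (95% counting interval 16.1 to 486)). In pyloric caeca they were XLOC_021269 and XLOC_003520, both without a name (at least 134-fold higher and at least 50.9-fold higher).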

**Figure 2:**
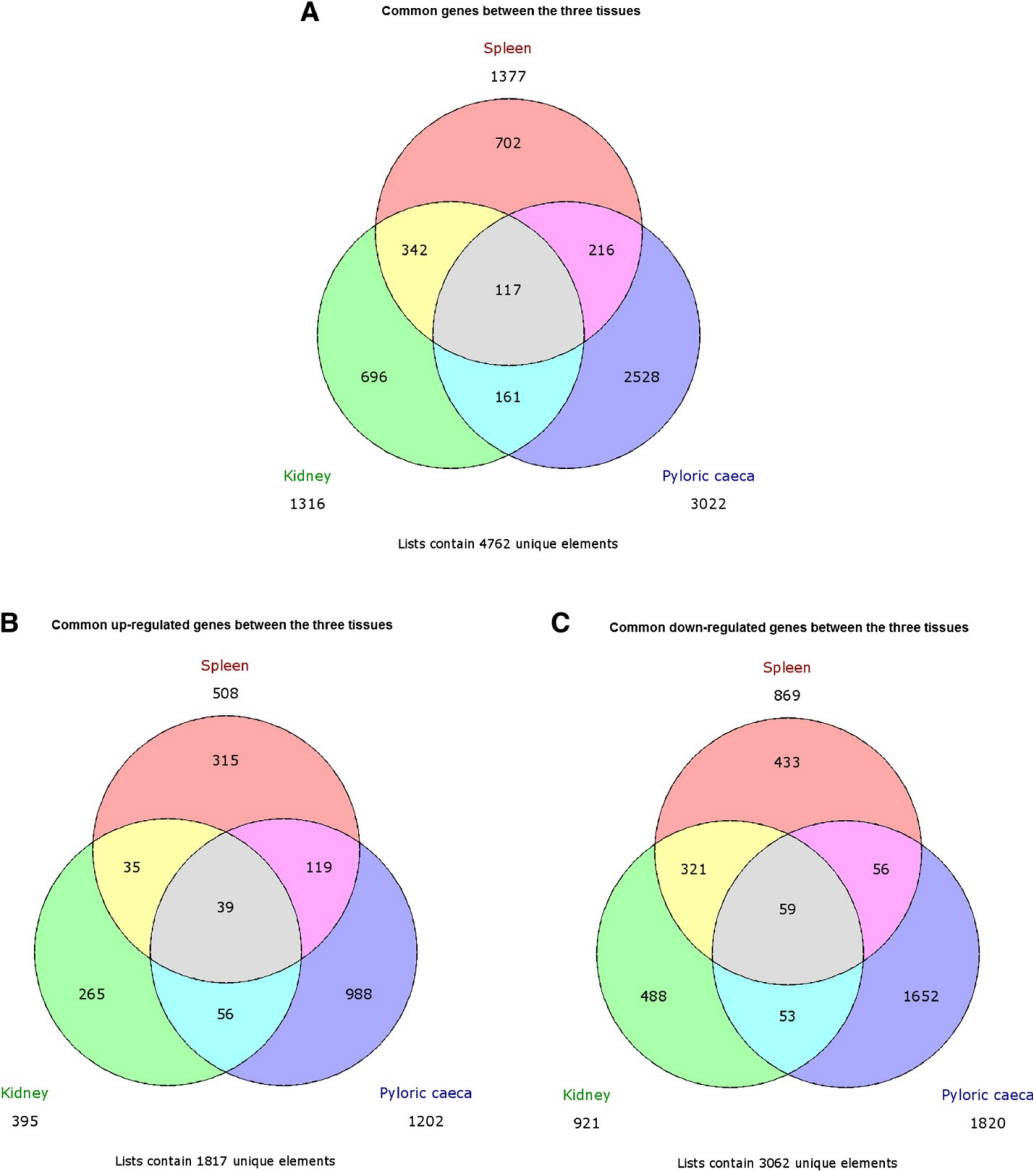
**DE genes Venn diagrams.** Venn diagrams of **A)** all DE genes, **B)** up-regulated DE genes, **C)** down-regulated DE genes in the three organs (head kidney, spleen and pyloric caeca) are shown. The total number of DE expressed genes in each tissue and the number of unique and common genes between them is displayed.

#### Common DE genes between the three organs

A group of 117 DE genes were shared between the three organs. Among them, 48 were successfully annotated: 11 up- and 26 down-regulated, and 11 either up- or down-regulated depending on the organ (Additional file 1: Table S1, ST1).

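DE in all 3 organs were 38 of the 15897 genes tested in each of them, where 1.45 were expected by chance. Of these, 10 were higher in RCPT than in CTRL in every organ, 25 were lower, and 3 were lower in head kidney and spleen and higher in pyloric caeca. Over the alternatives the number ranged from 0 to 218, the latter by edgeR's likelihood ratio test, and without RCPT 1 it was 100. It was 0 with glmTreat and, by the quasi-likelihood test, without RCPT 2 or RCPT 3, since 0 genes were then DE in spleen, where 1407, 3554 and 3219 genes had an unadjusted p under 0.05.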

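An annotation name was carried by 19 of the genes DE in all 3 organs. Among those higher in RCPT, p2y purinoceptor 3-like (XLOC_009180) had log2 FC of 1.51, 1.66 and 2.22 in head kidney, spleen and pyloric caeca, and ankycorbin-like (XLOC_011595) had 1.25, 1.75 and 1.16. Among those lower were krueppel-like factor 10-like (XLOC_021287; -2.70, -1.98 and -3.09), arrestin domain-containing protein 3-like (XLOC_011770; -3.26, -2.70 and -3.13) and helicase mov-10-like (XLOC_018994; -2.41, -1.99 and -1.02). Tetraspanin-3 (XLOC_007803; -1.82, -1.61 and 1.70) and an antho-rfamide neuropeptide (XLOC_019869; -3.71, -2.86 and 4.33) were lower in the lymphoid organs and higher in pyloric caeca. These genes were picked from the named ones after their values were seen. Of the 48 genes listed in Table S1, 25 had their 3 log2 FC matched within 0.05 by exactly 1 gene of the table analysed here, with FC from edgeR's exact test.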

Amongst the shared up-regulated genes, some were involved in innate immune response and antigen presentation such as *IL4I1*, involved in the lysosomal processing and presentation of antigens; *ALOXE3*, an enzyme that participates in leukotrienes metabolism; and *MASP3b*, which plays a prominent role in the activation of the lectin complement pathway.

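Table 2 lists IL4I1 as L-amino-acid oxidase-like, the annotation name of XLOC_012445. This gene (XLOC_012445) showed log2 FC of -0.39 in head kidney (SE 0.569, adjusted p = 0.707), -1.13 in spleen (SE 1.02, adjusted p = 0.553) and -2.21 in pyloric caeca (SE 0.437, adjusted p = 0.0221). Each of these directions was shared by 3 of 3 RCPT fish. The gene annotated as skin mucus antibacterial L-amino acid oxidase is given beside it because its log2 FC were close to those of Table 2. No gene of the table analysed here carries the name ALOXE3 or MASP3b, and the genes whose log2 FC were closest to those of Table 2 were taken. The following values are therefore no independent evidence. L-amino acid oxidase (XLOC_016891) changed by log2 FC of 4.79 in head kidney (SE 2.65, adjusted p = 0.316), 5.91 in spleen (SE 2.74, adjusted p = 0.270) and 9.49 in pyloric caeca (SE 1.31, adjusted p = 0.00825). XLOC_016891 had 64, 133 and 90 counts in the RCPT fish and 0 in CTRL of pyloric caeca, at least 24.3-fold higher in RCPT. Arachidonate 15-lipoxygenase B-like (XLOC_008398) had log2 FC of 5.7 in head kidney (SE 1.08, adjusted p = 0.0505), 6.94 in spleen (SE 1.70, adjusted p = 0.0960) and 10.32 in pyloric caeca (SE 1.78, adjusted p = 0.0154). Haptoglobin-like (XLOC_005618) had log2 FC of 7.62 in head kidney (SE 1.86, adjusted p = 0.0839), 4.93 in spleen (SE 0.727, adjusted p = 0.0485) and 4.45 in pyloric caeca (SE 0.685, adjusted p = 0.0113). XLOC_005618 had 13, 44 and 21 counts in the RCPT fish and 0 in CTRL of head kidney, at least 7.22-fold higher in RCPT. All 3 RCPT fish lay on the same side of CTRL in each case, except for L-amino acid oxidase in head kidney (2 of 3). Haptoglobin-like in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC 4.88 and 5.21). The lipoxygenase in pyloric caeca was DE with a log2 FC of 9.13 without RCPT 3.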

Amongst the down-regulated genes, two sets were of particular interest, one directly involved in immune response and the other related to cell and tissue structure disruption. The first group included several interferon (IFN)-related genes involved in antiviral immune response, such as *IRF7*, *Gig2, IFIT-1, cHERC5* and *IFI44*. 

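Interferon regulatory factor 7 (XLOC_006904) showed log2 FC of -1.76 in head kidney (SE 0.313, adjusted p = 0.0456), -1.56 in spleen (SE 0.352, adjusted p = 0.0822) and -3.57 in pyloric caeca (SE 0.472, adjusted p = 0.00731). A gig2-like protein (XLOC_022929) changed by log2 FC of -10.41 in head kidney (SE 0.520, adjusted p = 0.00230), -12.83 in spleen (SE 0.428, adjusted p = 0.0404) and -7.45 in pyloric caeca (SE 0.648, adjusted p = 0.00216). XLOC_022929 had 0, 1 and 0 counts in the RCPT fish and 522 in CTRL of head kidney, 1879.8-fold lower (95% counting interval 336 to 74390.3) in RCPT. XLOC_022929 had 0, 0 and 0 counts in the RCPT fish and 964 in CTRL of spleen, at least 893-fold lower in RCPT. XLOC_022929 had 1, 1 and 0 counts in the RCPT fish and 105 in CTRL of pyloric caeca, 207-fold lower (95% counting interval 55.9 to 1732) in RCPT. Interferon-inducible protein 56 (XLOC_015704) was taken for IFIT-1 and had log2 FC of -4.66 (SE 0.608, adjusted p = 0.0222), -4.95 (SE 0.687, adjusted p = 0.0467) and -2.16 (SE 0.661, adjusted p = 0.0705) in head kidney, spleen and pyloric caeca. A probable E3 ubiquitin-protein ligase HERC4-like (XLOC_016695) had log2 FC of -3.12 in head kidney (SE 0.283, adjusted p = 0.00560), -2.41 in spleen (SE 0.213, adjusted p = 0.0404) and -2.97 in pyloric caeca (SE 0.259, adjusted p = 0.00218). Interferon-induced protein 44-like (XLOC_018180) had log2 FC of -3.13 in head kidney (SE 1.20, adjusted p = 0.182), -3.49 in spleen (SE 1.44, adjusted p = 0.228) and -2.23 in pyloric caeca (SE 0.714, adjusted p = 0.0790). XLOC_018180 had 0, 3 and 0 counts in the RCPT fish and 14 in CTRL of spleen, 13.0-fold lower (95% counting interval 3.62 to 70.4) in RCPT. In each of these comparisons 3 of 3 RCPT fish moved the same way. Some names are carried by several genes. Another gig2-like gene (XLOC_007586) had -0.83 (adjusted p = 0.152), -0.33 (adjusted p = 0.558) and 0.58 (adjusted p = 0.179) in the 3 organs, and another interferon-induced protein 44-like gene (XLOC_018181) had -1.22 (adjusted p = 0.114), -0.62 (adjusted p = 0.479) and -2.32 (adjusted p = 0.0110). Interferon regulatory factor 7 in head kidney (log2 FC -1.82) and interferon-inducible protein 56 in head kidney (log2 FC -4.54) were not DE without RCPT 3. The gig2-like protein in spleen (log2 FC -12.91 and -12.77), interferon-inducible protein 56 in spleen (log2 FC -5.91 and -4.57) and HERC4-like in spleen (log2 FC -2.51 and -2.31) were not DE without RCPT 2 or without RCPT 3, with log2 FC in that order. The gig2-like protein in head kidney was DE with a log2 FC of -12.18 without RCPT 2 and interferon-inducible protein 56 in head kidney was DE with a log2 FC of -5.35 without RCPT 2.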

Other two interesting genes were related to major histocompatibility complex class I molecules (MHC-I), involved in the presentation of intracellular-derived antigens, and *CAT*, which encodes an essential antioxidant enzyme for cell protection against oxidative damage. 

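The MHC class Ia chain (XLOC_022886) showed log2 FC of -6.25 in head kidney (SE 0.567, adjusted p = 0.00560), -4.92 in spleen (SE 0.495, adjusted p = 0.0404) and -5.39 in pyloric caeca (SE 0.390, adjusted p = 0.00135). Its expression was 0.106 ± 0.0522 CPM in RCPT (SD, n = 3) and 8.61 CPM in CTRL in head kidney, and 0.330 ± 0.0101 CPM in RCPT (SD, n = 3) and 14.1 CPM in CTRL in pyloric caeca. The gene annotated as MHC class I antigen with the most counts (XLOC_016152) had log2 FC of -0.20 (adjusted p = 0.703), -0.26 (adjusted p = 0.556) and -1.26 (adjusted p = 0.0179) in head kidney, spleen and pyloric caeca. Catalase (XLOC_020740) changed by log2 FC of -1.94 in head kidney (SE 0.289, adjusted p = 0.0300), -1.73 in spleen (SE 0.685, adjusted p = 0.214) and -2.54 in pyloric caeca (SE 0.393, adjusted p = 0.0114). Another catalase gene, XLOC_005153, had 2.64 (adjusted p = 0.0681) in head kidney and -0.90 (adjusted p = 0.0553) in pyloric caeca. Every one of these directions held in 3 of 3 RCPT fish, except for XLOC_016152 in head kidney (2 of 3). XLOC_016152 in pyloric caeca (log2 FC -1.38), catalase XLOC_020740 in head kidney (log2 FC -2.02) and catalase XLOC_020740 in pyloric caeca (log2 FC -2.62) were not DE without RCPT 3. The MHC class Ia chain in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC -4.65 and -5.19).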

The second set included several genes related to cytoskeleton: *FMNL1* (cytoskeletal organization and cell morphology and motility); *TMOD4* (geometry of the membrane skeleton); *GRXCR1* (architecture of actin filament-rich structures); and *SNPH* (microtubule-associated protein). 

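Formin-like protein 1 (XLOC_008386) had log2 FC of -3.93 in head kidney (SE 0.271, adjusted p = 0.00321), -2.91 in spleen (SE 0.551, adjusted p = 0.0659) and -2.76 in pyloric caeca (SE 0.267, adjusted p = 0.00291). Tropomodulin-4 (XLOC_013908) had log2 FC of -5.52 in head kidney (SE 0.206, adjusted p = 0.00189), -3.81 in spleen (SE 0.642, adjusted p = 0.0575) and -2.33 in pyloric caeca (SE 0.851, adjusted p = 0.108). Glutaredoxin domain-containing cysteine-rich protein 1 (XLOC_009042) showed log2 FC of -3.77 in head kidney (SE 0.389, adjusted p = 0.00977), -2.01 in spleen (SE 0.403, adjusted p = 0.0717) and -3.20 in pyloric caeca (SE 0.191, adjusted p = 9.8e-04). Syntaphilin (XLOC_021211) changed by log2 FC of -2.26 in head kidney (SE 0.404, adjusted p = 0.0458), -1.84 in spleen (SE 0.317, adjusted p = 0.0589) and -0.89 in pyloric caeca (SE 0.624, adjusted p = 0.353). The log2 FC of a second syntaphilin gene (XLOC_021204) were -2.70 (adjusted p = 0.0757), -2.12 (adjusted p = 0.0754) and -2.33 (adjusted p = 0.151) in the same order. These changes were seen in 3 of 3 RCPT fish. Syntaphilin XLOC_021211 in head kidney was not DE without RCPT 3 (log2 FC -2.43).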

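A collagen alpha-2 chain (XLOC_013923) had log2 FC of -1.95 in head kidney (SE 0.422, adjusted p = 0.0672), -1.54 in spleen (SE 0.283, adjusted p = 0.0631) and -2.38 in pyloric caeca (SE 0.576, adjusted p = 0.0385). Single RCPT fish all moved in the direction of the mean (3 of 3). Its values in pyloric caeca, the organ in which it was DE, were 1.90 ± 1.05 CPM in RCPT (SD, n = 3) and 9.85 CPM in CTRL. The collagen alpha-2 chain in pyloric caeca was not DE without RCPT 2 or without RCPT 3 (log2 FC -2.38 and -2.18).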

*COL1A2*, involved in extracellular matrix structure and organization, was also found in this group.

A group of 12 up-regulated genes in pyloric caeca, but down-regulated in head kidney and spleen, included three genes which promote apoptosis (*KCNN3*, *EGR* and *TNFRSF10b*) and the immunoglobulin light chain, which plays a key role in the adaptive immune response.

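KCNN3 (XLOC_003216) had log2 FC of 0.57 in head kidney (SE 0.293, adjusted p = 0.284), 0.75 in spleen (SE 0.486, adjusted p = 0.408) and 0.92 in pyloric caeca (SE 0.463, adjusted p = 0.211). Early growth response protein 3 (XLOC_007600) showed log2 FC of -1.79 in head kidney (SE 0.839, adjusted p = 0.249), -1.97 in spleen (SE 0.500, adjusted p = 0.101) and 2.80 in pyloric caeca (SE 0.624, adjusted p = 0.0306). Early growth response protein 2b (XLOC_015938) changed by log2 FC of -2.12 in head kidney (SE 0.568, adjusted p = 0.0975), -1.35 in spleen (SE 0.515, adjusted p = 0.202) and 3.93 in pyloric caeca (SE 0.351, adjusted p = 0.00232). No gene carries the name TNFRSF10b, and the trailr protein was taken because its log2 FC were closest to those of Table 2. The trailr protein (XLOC_018652) had log2 FC of -3.16 in head kidney (SE 0.426, adjusted p = 0.0239), -2.10 in spleen (SE 0.505, adjusted p = 0.0923) and 2.57 in pyloric caeca (SE 0.751, adjusted p = 0.0622). XLOC_018652 had 20, 23 and 30 counts in the RCPT fish and 3 in CTRL of pyloric caeca, 6.17-fold higher (95% counting interval 2.03 to 30.6) in RCPT. With CTRL as the reference, 3 of 3 RCPT fish moved in the same direction. The log2 FC in pyloric caeca was above that in head kidney by 4.57 (adjusted p = 0.0350) for early growth response protein 3, 6.02 (adjusted p = 0.00103) for protein 2b and 5.72 (adjusted p = 0.00624) for trailr, and above that in spleen by 4.82 (adjusted p = 0.0340), 5.32 (adjusted p = 0.00202) and 4.74 (adjusted p = 0.0170). A gene of another name, gastrula zinc finger protein xfg20-1-like (XLOC_003117), had log2 FC close to those that Table S1 lists for KCNN3, -2.20 in head kidney (adjusted p = 0.0420), -1.74 in spleen (adjusted p = 0.0779) and 3.09 in pyloric caeca (adjusted p = 0.0669), and was found by these values. Early growth response protein 3 in pyloric caeca (log2 FC 2.31) and trailr in head kidney (log2 FC -3.10) were not DE without RCPT 3.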

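Several genes are annotated as immunoglobulin light chain, and they did not all change alike. Light chain gene 1 (XLOC_007506) had log2 FC of -1.76 in head kidney (SE 0.331, adjusted p = 0.0500), -1.98 in spleen (SE 0.464, adjusted p = 0.0879) and 0.78 in pyloric caeca (SE 0.665, adjusted p = 0.444). Light chain gene 2 (XLOC_022670) showed log2 FC of -0.90 in head kidney (SE 0.479, adjusted p = 0.302), 0.31 in spleen (SE 0.710, adjusted p = 0.824) and 2.68 in pyloric caeca (SE 0.696, adjusted p = 0.0462). Light chain gene 3, with the most counts, (XLOC_016161) changed by log2 FC of -1.71 in head kidney (SE 0.326, adjusted p = 0.0519), 0.18 in spleen (SE 0.551, adjusted p = 0.871) and 1.56 in pyloric caeca (SE 0.526, adjusted p = 0.0891). The direction of each change was seen in 3 of 3 RCPT fish, except for gene 1 in pyloric caeca (2 of 3), gene 2 in spleen (2 of 3) and gene 3 in spleen (2 of 3). The log2 FC in pyloric caeca minus head kidney was 2.51 (adjusted p = 0.118), 3.54 (adjusted p = 0.112) and 3.23 (adjusted p = 0.0458) for genes 1, 2 and 3. Light chain gene 1 in head kidney (log2 FC -1.84) and light chain gene 2 in pyloric caeca (log2 FC 2.64) were not DE without RCPT 3.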

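Complement component C3 (XLOC_006002) had log2 FC of 3.89 in head kidney (SE 1.5, adjusted p = 0.182), -1.68 in spleen (SE 0.553, adjusted p = 0.161) and 2.95 in pyloric caeca (SE 0.327, adjusted p = 0.00414). Each of these directions was shared by 3 of 3 RCPT fish. Its values were 859.8 ± 1009 CPM in RCPT (SD, n = 3) and 57.5 CPM in CTRL in head kidney, 2.39 ± 1.19 CPM in RCPT (SD, n = 3) and 7.71 CPM in CTRL in spleen and 91.2 ± 17.0 CPM in RCPT (SD, n = 3) and 11.7 CPM in CTRL in pyloric caeca. The log2 FC in spleen minus that in head kidney was -5.64 (adjusted p = 0.361), and pyloric caeca minus spleen gave 4.65 (adjusted p = 0.119), so neither difference passed the limits.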

The only up-regulated gene in pyloric caeca and head kidney, but down-regulated in spleen was the complement component C3, essential for the activation of the complement pathway. Finally, the only gene up-regulated in spleen and head kidney and down-regulated in pyloric caeca was aminopeptidase n, which encodes an enzyme that participates in the final digestion of peptides, but also in processing other peptide molecules such as hormones, neuropeptides and MHC class II-bound antigen peptides.

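More than 1 gene is annotated as aminopeptidase n. The gene named so without a suffix (XLOC_016678) had log2 FC of 2.26 in head kidney (SE 0.717, adjusted p = 0.129) and -9.26 in pyloric caeca (SE 0.584, adjusted p = 0.00108), and its counts in spleen were too low to test. In pyloric caeca it went from 4819.7 CPM in CTRL to 7.94 ± 4.02 CPM in RCPT (SD, n = 3), and the log2 FC there minus that in head kidney was -11.55 (adjusted p = 6.5e-04). Aminopeptidase n-like (XLOC_010641) showed log2 FC of 2.35 in head kidney (SE 0.450, adjusted p = 0.0523), 7.25 in spleen (SE 2.80, adjusted p = 0.205) and 3.52 in pyloric caeca (SE 0.855, adjusted p = 0.0385). XLOC_010641 had 42, 3 and 11 counts in the RCPT fish and 0 in CTRL of spleen, at least 6.72-fold higher in RCPT. All 3 RCPT fish lay on the same side of CTRL in each case. XLOC_010641 in pyloric caeca was not DE without RCPT 3 (log2 FC 2.94).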

#### DE genes classification and organ-specific expression

We inspected the list of organ-specific DE transcripts and made a selection of the most interesting genes, which were grouped in five key broad functional categories based on GO term characterisation and on the current literature in the field. The chosen categories were 1) immune and defence response, 2) apoptosis and cell proliferation, 3) iron metabolism and erythropoiseis, 4) metabolism and digestive function and 5) cytoskeleton and extracellular matrix. The selected genes and the group to which they belong to are listed in Additional file 2: Table S2 (ST2) for head kidney, Additional file 3: Table S3 (ST3) for spleen and Additional file 4: Table S4 (ST4) for pyloric caeca. A selection of the 50 most relevant DE genes from these five categories is presented in Table 2 and their expression shown in a heatmap (Figure 3).

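Genes of the table analysed here were matched to Table 2 by annotation name, or for 3 names by log2 FC close to those of Table 2. For CYBB, GATA2 and IL4I1 a gene of another name, looked for after seeing the values, was included as well. This gave at least 1 gene for 46 of the 49 names compared and 97 genes in all. Of these, 82 were tested in head kidney, 78 in spleen and 85 in pyloric caeca. DE over all genes tested were 18, 9 and 39 of them. In the fit over the 3 organs, 74 of 151 genes matched to names in the paper were DE, 17 of them DE in no single organ. That fit took the libraries as independent, although RCPT numbers were taken as the same fish in head kidney and pyloric caeca. For the genes of Table 2, with p values adjusted over the list alone, the numbers were 40, 32 and 49, which is not independent evidence since the study chose the list on these samples. Calls for genes matched to names in the paper, not all of which are given here, depended on single fish. In spleen 19 of them were DE with all fish, and 0 without RCPT 2 or without RCPT 3 by the quasi-likelihood test. In head kidney 14 of 27 were also DE without RCPT 3, and in pyloric caeca 50 of 79 without RCPT 3 and 71 without RCPT 2.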

**Table 2:** **Selection of the 50 most relevant DE genes**

Gene	Short name	Log-FC head kidney	Log-FC spleen	Log-FC pyloric caeca	Category	Associated function
MHC class I antigen	MHC I	-6.3	-4.9	-5.4	1	Antigen processing and presentation
Interferon regulatory factor 7	IFR7	-1.8	-1.6	-3.6	1	Positive regulation of interferons production
Interferon-induced protein 44	IFI44	-3.2	-3.6	-2.2	1	Interferon-inducible protein
Interferon-induced protein with tetratricopeptide repeats 1	IFIT-1	-4.7	-5.0	-2.1	1	Interferon-inducible protein
Gig2-like protein	Gig2	-10.4	-12.8	-7.4	1	Interferon-inducible protein
Interferon gamma receptor alpha chain	IFNGR1	-2.7	-4.4	--	1	Regulation of interferon-gamma-mediated signalling pathway
Interferon regulatory factor 3	IFR3	-1.8	-2.1	--	1	Positive regulation of interferons production
Toll-like receptor 9	TLR9	-3.0	-3.0	--	1	Innate immune response; Positive regulation of interferons production
Mannose-binding lectin-associated serine protease-3b	MASP3b	7.6	4.9	4.5	1	Complement activation
Epidermis-type lipoxygenase 3-like	ALOXE3	5,7	6.8	10.3	1	Leukotriene metabolic process
L-amino-acid oxidase-like	IL4I1	4.8	5.9	9.5	1	Innate immune response
Interleukin-17a f-1	IL-17A/F-1	--	--	-3.8	1	Inflammatory response
Interleukin-22	IL22	-4.5	--	-1.7	1	Inflammatory response
CD83 antigen	CD83	--	-1.8	2.5	1	Defence response
CD209 antigen-like	CD209	--	-4.3	2.2	1	Innate immune response
Cytochrome b-245 heavy chain	CYBB	-4.0	--	3.7	1	Inflammatory response
CC chemokine	CCL	--	1.9	4.0	1	Inflammatory response
Interleukin-1 receptor accessory protein	IL1RAP	--	-4.2	2.6	1	Inflammatory response
Lipopolysaccharide-induced tumor necrosis factor-alpha factor	LITAF	--	-1.6	6.2	1,2	Regulation of cytokine production-Apoptotic process
Immunoglobulin light chain	IGlc	-1.8	-2.0	2.7	1	Antigen binding
T-cell surface glycoprotein cd4	CD4	--	-1.6	--	1	T cell receptor signalling pathway
T-cell receptor beta chain	TCRB	--	-2.0	--	1	T cell receptor signalling pathway
Perforin-1-like	PRF1	-3.2	--	--	1	T cell-mediated cytolysis
Granzyme A/K	GZM-A/K	-1.7	--	--	1	T cell-mediated cytolysis
Catalase	CAT	-2.0	-1.8	-2.5	1	Hydrogen peroxide catabolic process
Superoxide dismutase	SOD	--	--	-2.1	1	Removal of superoxide radicals
Glutathione s-transferase theta-1	GSTT1	--	--	-2.0	1	Oxidation-reduction process
Caspase-3-like	CASP3	--	--	5.5	2	Positive regulation of apoptotic process
Cytochrome c	CYTC	2.5	--	4.3	2	Apoptotic DNA fragmentation
TNF receptor-associated factor 2-like	TRAF2	--	--	3.6	2	Regulation of apoptotic process
Tumor necrosis factor receptor superfamily member 10b-like	TNFRSF10B	-3.2	-2.2	2.6	2	Regulation of apoptotic process
Hemoglobin subunit alpha-d	HBAD	-5.2	-3.5	--	3	Oxygen transport
Hemoglobin subunit beta-2	HBB2	-4.7	-3.8	--	3	Oxygen transport
Hemoglobin subunit beta-1	HBB1	-4.6	-3.2	--	3	Oxygen transport
Band 3 anion exchange protein	SLC4A1	-6.6	-4.5	--	3	Erythrocytes differentiation
Gata-binding factor 2-like	GATA2	-3.5	-2.2	--	3	Erythrocytes differentiation
Mitoferrin-1	SLC25A37	-3.6	-3.5	--	3	Erythrocytes maturation
T-cell acute lymphocytic leukemia protein 1	TAL1	-2,8	-1,6	--	3	Erythrocytes differentiation- Erythrocytes maturation
Hepcidin	HEPC	2.7	2.0	--	3	Iron metabolism
Aminopeptidase n	ANPEP	2.2	7.3	-9.2	4	Protein metabolic process
Intestinal-type alkaline phosphatase 1	ALPI	--	--	-11.7	1,4	Metabolic process
Acidic mammalian chitinase	CHIA	--	--	-14.1	4	Carbohydrate metabolic process
Apolipoprotein a-iv precursor	APOA4	--	--	-6.5	4	Lipoprotein metabolic process
Gastric inhibitory polypeptide	GIP	--	--	-3.1	4	Response to nutrient levels
Cocaine- and amphetamine-regulated transcript	CART	--	--	6.7	4	Negative regulation of appetite
Gastrin cholecystokinin-like peptide	GAST-CCK	--	--	-4.4	4	Digestion
Collagen alpha-2 chain	COL1A2	-2.0	-1.5	-2.4	5	Extracellular matrix structural constituent
Tropomodulin 4	TMOD4	-5.6	-3.9	-2.3	5	Tropomyosin binding
Formin-like protein 1-like	FMNL1	-4.0	-3.0	-2.8	5	Actin cytoskeleton organization
Alpha actin	ACTA	-3.9	--	-2.7	5	Skeletal muscle fiber development

Statistically significant fold changes are shown for each organ for 50 relevant genes associated with enteromyxosis. Categories: 1) Immune and defence response; 2) Apoptosis and cell proliferation; 3) Iron metabolism and erythropoiesis; 4) Metabolism and digestive function; 5) Cytoskeleton and extracellular matrix. Non significant differences have been marked as “--”.

**Figure 3:**
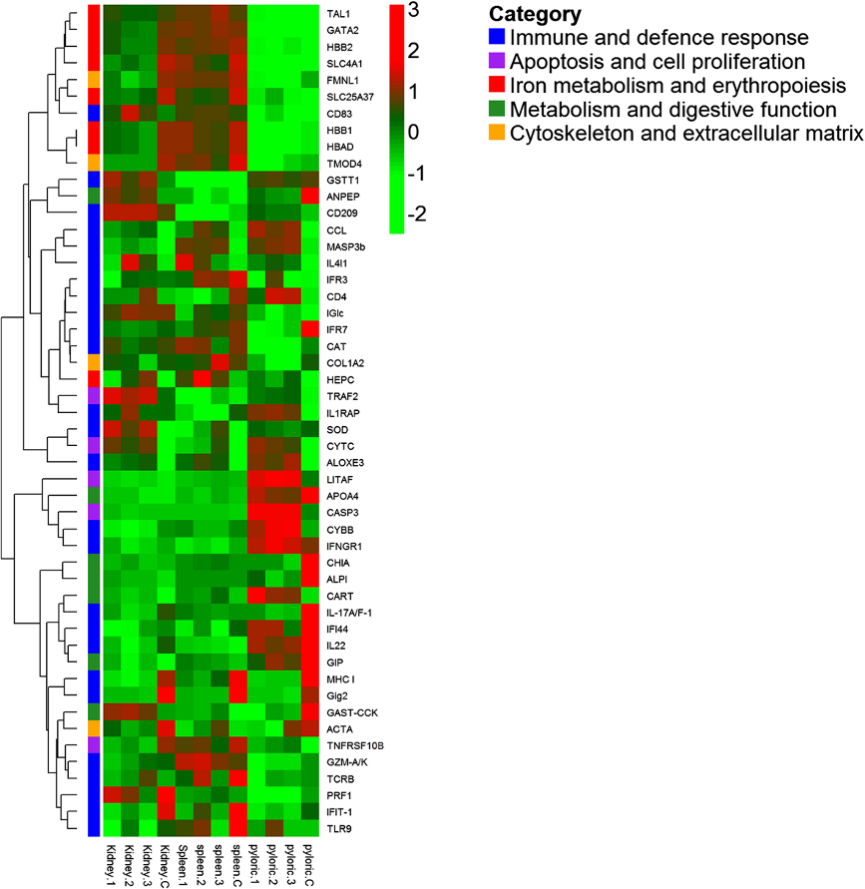
**Heatmap of 50 selected genes.** Heatmap of the fifty selected genes presented in Table 2. Displayed are EdgeR [101] normalized counts for each sample and gene. Sample names are displayed at the bottom of the figure whilst gene symbols are shown to the right and have been hierarchically clustered according to their pearson correlation. The category assigned to each gene is also shown with a color code.

#### Immune and defence response

A large number of genes related to this function were found in the three organs, but, while the number of down-regulated genes was comparable, pyloric caeca showed the most numerous group of up-regulated genes. This included chemokines, chemokine receptors, immunoglobulin chains, interleukins and several other genes involved in both innate and adaptive immune response. In particular, a broad representation of components of the inflammatory reaction pathway like *G-CSFR*, immune-responsive gene-1, p- and e-selectin, as well as the transcription factors *AP-1* and *CEBPB*, was detected. Moreover, genes such as *LITAF*, which promotes the expression of the pro-inflammatory cytokine *TNF-α*, and *CYBB*, a superoxide-generating enzyme of phagocytes, were up-regulated in pyloric caeca but down-regulated in spleen and head kidney, respectively. 

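The G-CSF receptor (XLOC_015512) changed by log2 FC of 0.45 in head kidney (SE 0.327, adjusted p = 0.439), 1.76 in spleen (SE 0.335, adjusted p = 0.0663) and 1.75 in pyloric caeca (SE 0.317, adjusted p = 0.0176). Transcription factor AP-1 (XLOC_014244) had log2 FC of 1.46 in head kidney (SE 0.252, adjusted p = 0.0425), 0.94 in spleen (SE 0.345, adjusted p = 0.190) and 2.69 in pyloric caeca (SE 0.332, adjusted p = 0.00586). CCAAT enhancer-binding protein beta 2 (XLOC_020660) had log2 FC of 1.48 in head kidney (SE 0.352, adjusted p = 0.0799), 3.36 in spleen (SE 0.292, adjusted p = 0.0404) and 3.21 in pyloric caeca (SE 0.305, adjusted p = 0.00279). Immune-responsive gene 1 (XLOC_014460) had a log2 FC of 3.60 (SE 1.26, adjusted p = 0.0979) in pyloric caeca. In each of these comparisons 3 of 3 RCPT fish moved the same way. The G-CSF receptor in pyloric caeca (log2 FC 1.71) and AP-1 in head kidney (log2 FC 1.49) were not DE without RCPT 3. CCAAT enhancer-binding protein beta 2 in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC 3.34 and 3.39).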

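Several genes carry the name of LITAF. The LITAF gene with the most counts (XLOC_007271) showed log2 FC of -0.85 in head kidney (SE 0.461, adjusted p = 0.307), -1.64 in spleen (SE 0.310, adjusted p = 0.0652) and 4.34 in pyloric caeca (SE 0.661, adjusted p = 0.0110). The log2 FC of this gene in pyloric caeca minus spleen was 6.03 (adjusted p = 0.00142). A second LITAF gene (XLOC_007270) changed by a log2 FC of 4.89 in pyloric caeca (SE 0.303, adjusted p = 0.00105). Of the others, XLOC_000099 had 4, 15 and 10 counts in the RCPT fish and 0 in CTRL of pyloric caeca, at least 2.45-fold higher in RCPT. For CYBB, cytochrome b-245 heavy chain was taken. Cytochrome b-245 (XLOC_019950) had log2 FC of -0.64 in head kidney (SE 0.263, adjusted p = 0.202), -0.46 in spleen (SE 0.212, adjusted p = 0.270) and -0.83 in pyloric caeca (SE 0.226, adjusted p = 0.0523). NADPH oxidase 1 (XLOC_009020), a paralog, had -3.91 (SE 0.592, adjusted p = 0.0311) in head kidney, -1.79 (SE 0.769, adjusted p = 0.242) in spleen and 3.71 (SE 1.02, adjusted p = 0.0529) in pyloric caeca, and its log2 FC in pyloric caeca minus head kidney was 7.59 (adjusted p = 0.00791). Every one of these directions held in 3 of 3 RCPT fish. NADPH oxidase 1 in head kidney was not DE without RCPT 3 (log2 FC -4.15).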

Lymphoid organs, spleen and head kidney, showed a similar number of up- and down-regulated genes involved in inflammation and acute-phase response, including shared up-regulated genes like hepcidin, heat shock proteins and prostaglandin synthases. On the other hand, several genes related to B and T cells (such as those encoding immunoglobulin molecules and the T cell-related proteins *CD4*, *TCRB*, granzyme and perforin) were down-regulated in these organs. Moreover, in spleen there was a depression of two genes considered to be markers for dendritic cells, *CD83* and *CD209*, which were, conversely, up-regulated in pyloric caeca. 

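The hepcidin precursor (XLOC_011628) had log2 FC of 2.73 in head kidney (SE 1.40, adjusted p = 0.285) and 2.15 in spleen (SE 1.19, adjusted p = 0.345). Heat shock protein beta-8 (XLOC_019542) showed log2 FC of 1.44 in head kidney (SE 0.307, adjusted p = 0.0656) and 1.83 in spleen (SE 0.268, adjusted p = 0.0485). Heat shock 70 kDa protein 4 (XLOC_015230) changed by log2 FC of 2.06 in head kidney (SE 0.302, adjusted p = 0.0289) and 0.79 in spleen (SE 0.247, adjusted p = 0.147). Inducible heat shock protein 70 (XLOC_002036) had 1.55 (adjusted p = 0.0532) and 0.47 (adjusted p = 0.242). Prostaglandin E synthase (XLOC_008112) had log2 FC of 3.00 in head kidney (SE 0.629, adjusted p = 0.0641) and 1.59 in spleen (SE 0.313, adjusted p = 0.0698). Prostaglandin G/H synthase 1 (XLOC_008096) had log2 FC of 2.65 in head kidney (SE 0.591, adjusted p = 0.0703) and 2.26 in spleen (SE 0.504, adjusted p = 0.0817). These changes were seen in 3 of 3 RCPT fish. Heat shock 70 kDa protein 4 in head kidney was not DE without RCPT 3 (log2 FC 1.97). Heat shock protein beta-8 in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC 1.73 and 1.80).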

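The T-cell surface glycoprotein XLOC_003285 was taken for CD4 and had log2 FC of -1.17 (SE 0.380, adjusted p = 0.134) in head kidney and -1.57 (SE 0.469, adjusted p = 0.135) in spleen. For the T cell receptor beta chain several genes were matched. Viral T-cell receptor beta chain-like T17T-22-like (XLOC_006054) showed log2 FC of -1.45 in head kidney (SE 0.507, adjusted p = 0.155) and -2.70 in spleen (SE 0.387, adjusted p = 0.0483). Tcr beta chain (XLOC_010796) changed by log2 FC of -1.12 in head kidney (SE 0.659, adjusted p = 0.342) and -1.89 in spleen (SE 0.757, adjusted p = 0.218). T-cell receptor beta chain (XLOC_010797) had log2 FC of -1.36 in head kidney (SE 0.890, adjusted p = 0.390) and -1.25 in spleen (SE 0.777, adjusted p = 0.394). Granzyme (XLOC_007896) had log2 FC of 1.5 in head kidney (SE 0.346, adjusted p = 0.0744) and 1.58 in spleen (SE 0.373, adjusted p = 0.0899). Of the perforin-1 genes, XLOC_014958 had -3.21 (SE 0.725, adjusted p = 0.0718) in head kidney and XLOC_021653 had -0.05 (SE 0.686, adjusted p = 0.968). Single RCPT fish all moved in the direction of the mean (3 of 3), except for XLOC_021653 in head kidney (1 of 3). XLOC_006054 in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC -2.79 and -2.69).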

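For CD83, XLOC_020655 had log2 FC of -1.72 (SE 0.407, adjusted p = 0.0900) in spleen and -0.72 (SE 0.365, adjusted p = 0.213) in pyloric caeca, and XLOC_013924 had -0.16 (SE 0.755, adjusted p = 0.920) and 2.49 (SE 0.288, adjusted p = 0.00470). For CD209, XLOC_003657 had 0.67 (SE 0.493, adjusted p = 0.466) in spleen and 2.16 (SE 0.386, adjusted p = 0.0170) in pyloric caeca, and XLOC_009419 had 1.59 (SE 0.234, adjusted p = 0.0485) and 2.19 (SE 0.318, adjusted p = 0.00955). Of the other 3 genes of this name, XLOC_009418 had -0.25 (SE 0.643, adjusted p = 0.847) and -0.11 (SE 0.658, adjusted p = 0.925), XLOC_018741 had 0.14 (SE 0.908, adjusted p = 0.943) in spleen and counts too low to test in pyloric caeca, and XLOC_022004 had 0 counts in each library. With CTRL as the reference, 3 of 3 RCPT fish moved in the same direction, except for XLOC_013924 in spleen (2 of 3), XLOC_003657 in spleen (2 of 3), XLOC_009418 in spleen (2 of 3) and XLOC_009418 in pyloric caeca (1 of 3). The log2 FC in pyloric caeca minus spleen was 2.70 (adjusted p = 0.152) for XLOC_013924 and 1.52 (adjusted p = 0.174) for XLOC_003657. XLOC_003657 in pyloric caeca was not DE without RCPT 3 (log2 FC 2.11). XLOC_009419 in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC 1.61 and 1.56).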

Spleen and pyloric caeca, in turn, showed a common up-regulation of the C-type lectin *MRC1,* while other two members of this family were up-regulated, but only in spleen (*MASP1*) or in pyloric caeca (*CLEC4M*).

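Macrophage mannose receptor 1 (XLOC_016839) showed log2 FC of 2.67 in spleen (SE 0.629, adjusted p = 0.0895) and 1.63 in pyloric caeca (SE 0.343, adjusted p = 0.0263). Mannan-binding lectin serine protease 1 (XLOC_019425) changed by log2 FC of 2.20 in spleen (SE 1.46, adjusted p = 0.422) and 0.17 in pyloric caeca (SE 0.831, adjusted p = 0.907). CLEC4M (XLOC_009420) had log2 FC of 1.08 in spleen (SE 0.274, adjusted p = 0.101) and 0.70 in pyloric caeca (SE 0.202, adjusted p = 0.0616). Of the other genes with the name of CLEC4M, XLOC_016162 had -0.23 (adjusted p = 0.717) in spleen and -0.93 (adjusted p = 0.108) in pyloric caeca. The direction of each change was seen in 3 of 3 RCPT fish, except for the serine protease in pyloric caeca (1 of 3) and XLOC_016162 in spleen (2 of 3). Macrophage mannose receptor 1 in pyloric caeca was not DE without RCPT 3 (log2 FC 1.67).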

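Interferon gamma receptor 1 (XLOC_020574) had a log2 FC of -2.63 in head kidney (SE 0.961, adjusted p = 0.166), and its counts in spleen were too low to test. Another gene of that name (XLOC_017401) had 0.38 (adjusted p = 0.382) in head kidney and 1.19 (adjusted p = 0.0754) in spleen. Interferon regulatory factor 3 (XLOC_005268) showed log2 FC of -1.81 in head kidney (SE 0.433, adjusted p = 0.0810) and -2.02 in spleen (SE 0.357, adjusted p = 0.0613). Interferon regulatory factor 4 (XLOC_000295) changed by log2 FC of -1.87 in spleen (SE 0.281, adjusted p = 0.0497) and -0.68 in pyloric caeca (SE 0.273, adjusted p = 0.136). The name interferon-induced very large GTPase 1 is carried by several genes. Their log2 FC were -2.54 (SE 0.253, adjusted p = 0.0404) for the first (XLOC_021280), -2.31 (SE 0.255, adjusted p = 0.0404) for the second (XLOC_022064) and -2.74 (SE 0.299, adjusted p = 0.0404) for the third (XLOC_022150) in spleen. In pyloric caeca the same genes had -2.58 (SE 0.182, adjusted p = 0.00126), -2.78 (SE 0.372, adjusted p = 0.00750) and -2.73 (SE 0.295, adjusted p = 0.00388). Each of these directions was shared by 3 of 3 RCPT fish. Interferon regulatory factor 4 in spleen (log2 FC -2.00 and -1.68), XLOC_021280 in spleen (log2 FC -2.68 and -2.38), XLOC_022064 in spleen (log2 FC -2.47 and -2.28) and XLOC_022150 in spleen (log2 FC -2.91 and -2.56) were not DE without RCPT 2 or without RCPT 3, with log2 FC in that order. No gene of the table carries the name Gig1.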

Noticeably, more genes related to IFNs were identified among down-regulated genes, like *Gig1*, *IFNGR1* and *IFR3* in head kidney and spleen or *GVINP1* and *IRF4* in spleen and pyloric caeca. Moreover, the *TLR9*, also involved in defence against intracellular pathogens, was down-regulated in spleen and head kidney.

Also, some regulated genes involved in Th17 cells response were detected, particularly the down-regulation of Th17 cytokines: *IL22* in head kidney and pyloric caeca and *IL17* and its receptor in pyloric caeca. In this organ, it was also remarkable the down-regulation of four genes related to anti-oxidant defence (*MRSA*, *SOD*, *GSTT1* and *TXNDC17*) and the up-regulation of several genes involved in tissue remodelling and repair (e.g. *MMP13*, *PLAT*, *FGF10*, *VNT*). 

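Interleukin-22 (XLOC_019899) had log2 FC of -4.41 in head kidney (SE 1.08, adjusted p = 0.0840) and -1.74 in pyloric caeca (SE 0.467, adjusted p = 0.0502). XLOC_019899 had 1, 0 and 1 counts in the RCPT fish and 14 in CTRL of head kidney, 25.2-fold lower (95% counting interval 5.79 to 229) in RCPT. In pyloric caeca the log2 FC was -3.87 (SE 0.784, adjusted p = 0.0237) for interleukin-17a/f (XLOC_021275) and -1.66 (SE 0.203, adjusted p = 0.00577) for interleukin-17 receptor e (XLOC_011915). All 3 RCPT fish lay on the same side of CTRL in each case. Interleukin-17a/f in pyloric caeca was not DE without RCPT 2 or without RCPT 3 (log2 FC -3.81 and -3.83).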

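Log2 FC of the antioxidant genes in pyloric caeca were -1.41 (SE 0.303, adjusted p = 0.0276) for mitochondrial peptide methionine sulfoxide reductase (XLOC_009689), -2.14 (SE 0.20, adjusted p = 0.00269) for superoxide dismutase 1 (XLOC_005706) and -1.97 (SE 0.224, adjusted p = 0.00444) for glutathione S-transferase theta 1b (XLOC_014005). Of the other theta transferases, theta-1-like (XLOC_020958) had -1.80 (adjusted p = 0.0111) and theta b (XLOC_013555) had 0.78 (adjusted p = 0.113). For the genes of tissue repair they were 5.99 (SE 0.516, adjusted p = 0.00214) for collagenase 3, the name here for MMP13 (XLOC_014082), 2.89 (SE 0.600, adjusted p = 0.0251) for tissue plasminogen activator (XLOC_007858) and 3.33 (SE 0.721, adjusted p = 0.0284) for FGF10 (XLOC_011596), and 2.36 (SE 0.627, adjusted p = 0.0489) for a second FGF10 gene (XLOC_007867) and 2.21 (SE 1.81, adjusted p = 0.425) for vitronectin (XLOC_005688). In each of these comparisons 3 of 3 RCPT fish moved the same way, except for vitronectin in pyloric caeca (2 of 3). Methionine sulfoxide reductase in pyloric caeca (log2 FC -1.56), tissue plasminogen activator in pyloric caeca (log2 FC 2.88) and FGF10 XLOC_011596 in pyloric caeca (log2 FC 3.44) were not DE without RCPT 3. FGF10 XLOC_007867 in pyloric caeca was not DE without RCPT 2 or without RCPT 3 (log2 FC 2.15 and 2.45). No gene of the table carries the name TXNDC17.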

Spleen and head kidney, as well, showed up-regulation of *HGF*, a cytokine acting in tissue repair but also in modulation of immune response, and of two *HGF*-related genes (*HGFR* in spleen and *HGFAC* in head kidney).

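Hepatocyte growth factor (XLOC_006852) had log2 FC of 3.02 in head kidney (SE 0.677, adjusted p = 0.0712) and 3.54 in spleen (SE 0.997, adjusted p = 0.121). Its receptor (XLOC_015131) had a log2 FC of 3.62 (SE 1.43, adjusted p = 0.211) in spleen, and its activator (XLOC_015051) 2.28 (SE 0.810, adjusted p = 0.158) in head kidney. Every one of these directions held in 3 of 3 RCPT fish. None of these values passed the limit on the adjusted p. In the fit over the 3 organs hepatocyte growth factor was DE, with a common log2 FC of 2.84 (adjusted p = 0.0104), and the receptor, 0.87 (adjusted p = 0.40), and the activator, 1.54 (adjusted p = 0.106), were not. Hepatocyte growth factor was not DE in this sense when the mean of the 3 effects was tested by limma with voom, without the fish number as a block (adjusted p = 0.0501) or with it (adjusted p = 0.0713).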

Finally, a few genes known to be induced under hypoxic and/or oxidative stress conditions were found to be up-regulated, including the angiopoietin related proteins showing an increase between 4 and 7.4 FC in the three organs, and *HIGD1A*, the adrenomedullin genes and a cytochrome c oxidase mitochondrial subunit in pyloric caeca and head kidney.

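Angiopoietin-like 6 (XLOC_007168) showed log2 FC of 4.02 in head kidney (SE 1.09, adjusted p = 0.0990) and 6.92 in spleen (SE 1.51, adjusted p = 0.0791). XLOC_007168 had 21, 72 and 33 counts in the RCPT fish and 2 in CTRL of head kidney, 17.5-fold higher (95% counting interval 4.74 to 146) in RCPT. XLOC_007168 had 20, 11 and 13 counts in the RCPT fish and 0 in CTRL of spleen, at least 5.28-fold higher in RCPT. A partial angiopoietin-related gene (XLOC_008630) changed by log2 FC of 2.43 in head kidney (SE 1.45, adjusted p = 0.349), -0.06 in spleen (SE 0.671, adjusted p = 0.967) and 7.44 in pyloric caeca (SE 3.13, adjusted p = 0.149). XLOC_008630 had 4, 5 and 12 counts in the RCPT fish and 1 in CTRL of head kidney, 5.83-fold higher (95% counting interval 0.938 to 241) in RCPT. XLOC_008630 had 15, 4 and 49 counts in the RCPT fish and 0 in CTRL of pyloric caeca, at least 5.75-fold higher in RCPT. Angiopoietin-related protein 4 (XLOC_000198) had log2 FC of 0.64 in head kidney (SE 0.656, adjusted p = 0.581), 1.87 in spleen (SE 0.476, adjusted p = 0.101) and 0.82 in pyloric caeca (SE 0.573, adjusted p = 0.353). Adrenomedullin-5 (XLOC_005269) had log2 FC of 1.40 in head kidney (SE 0.546, adjusted p = 0.185) and 3.14 in pyloric caeca (SE 0.882, adjusted p = 0.0562). XLOC_005269 had 56, 29 and 24 counts in the RCPT fish and 3 in CTRL of pyloric caeca, 9.22-fold higher (95% counting interval 3.07 to 45.4) in RCPT. These changes were seen in 3 of 3 RCPT fish, except for the partial gene in spleen (2 of 3) and protein 4 in head kidney (2 of 3). None of these genes was DE in a single organ. In the fit over the 3 organs angiopoietin-like 6 and adrenomedullin-5 were DE, with common log2 FC of 3.89 (adjusted p = 0.00755) and 1.93 (adjusted p = 0.00746), and protein 4, 1.06 (adjusted p = 0.111), and the partial gene, 1.09 (adjusted p = 0.409), were not. The fish number was not a block in that fit, which took the libraries as independent. No gene of the table carries the name HIGD1A.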

#### Apoptosis and cell proliferation

Apoptosis and cell proliferation DE genes were found mainly in pyloric caeca. Several genes participating in the apoptotic process, especially the caspase-3 (FC = 5.5) and cytochrome c (FC = 4.3), which are essential players in the execution phase of apoptosis, were up-regulated. 

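Cytochrome c (XLOC_001075) showed a log2 FC of 4.25 in pyloric caeca (SE 0.670, adjusted p = 0.0120). Its values were 213 ± 87.7 CPM in RCPT (SD, n = 3) and 11.0 CPM in CTRL. All 3 RCPT fish showed this direction.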

In general, in this organ we found more pro- than anti-apoptotic genes, but also other genes involved in cell proliferation, such as the *PCNA*, *FGF10* and cyclins b1 and a2, were up-regulated. 

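Log2 FC in pyloric caeca were 1.70 (SE 0.277, adjusted p = 0.0130) for PCNA (XLOC_007844), 3.45 (SE 0.410, adjusted p = 0.00522) for cyclin B1 (XLOC_009875) and 1.70 (SE 0.405, adjusted p = 0.0363) for cyclin A2 (XLOC_003670). Among genes of apoptosis they were -1.93 (SE 0.387, adjusted p = 0.0229) for TRAIL (XLOC_016242), 3.34 (SE 0.619, adjusted p = 0.0185) for TNFRSF11B (XLOC_003089) and -1.49 (SE 0.240, adjusted p = 0.0126) for DEDD2 (XLOC_003298), and DEDD2 had -1.96 (SE 0.204, adjusted p = 0.00986) in head kidney. Single RCPT fish all moved in the direction of the mean (3 of 3). PCNA in pyloric caeca (log2 FC 1.59), TRAIL in pyloric caeca (log2 FC -1.84), TNFRSF11B in pyloric caeca (log2 FC 3.11), DEDD2 in head kidney (log2 FC -2.05) and DEDD2 in pyloric caeca (log2 FC -1.62) were not DE without RCPT 3. Cyclin A2 in pyloric caeca was not DE without RCPT 2 or without RCPT 3 (log2 FC 1.45 and 1.5).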

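Clusterin (XLOC_009739) had a log2 FC of 2.22 (SE 0.347, adjusted p = 0.0503) in spleen and 1.63 (SE 0.503, adjusted p = 0.123) in head kidney. For cytochrome c (XLOC_001075) it was 2.55 (SE 0.550, adjusted p = 0.0671) in head kidney. With CTRL as the reference, 3 of 3 RCPT fish moved in the same direction. None of these values passed the limits in these organs.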

In head kidney and spleen a few genes belonging to this group, like the pro-apoptotic cytochrome c in head kidney and clusterin in spleen were up-regulated.

#### Iron metabolism and erythropoiesis

In head kidney and spleen, the main lymphohaematopoietic organs in teleosts, we observed down-regulation of several genes related to haematopoiesis. 

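TAL1 (XLOC_000265) changed by log2 FC of -2.74 in head kidney (SE 0.256, adjusted p = 0.00621) and -1.54 in spleen (SE 0.272, adjusted p = 0.0613). GATA-binding protein 2a (XLOC_004329) had log2 FC of -0.58 in head kidney (SE 0.373, adjusted p = 0.380) and 0.82 in spleen (SE 0.322, adjusted p = 0.211). GATA-binding factor 3 (XLOC_004311), a paralog, had -3.51 (SE 0.273, adjusted p = 0.00399) in head kidney and -2.16 (SE 0.346, adjusted p = 0.0538) in spleen. Mitoferrin-1 (XLOC_007598) had log2 FC of -3.54 in head kidney (SE 0.242, adjusted p = 0.00311) and -3.43 in spleen (SE 0.485, adjusted p = 0.0471). The direction of each change was seen in 3 of 3 RCPT fish. Mitoferrin-1 in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC -3.56 and -3.10).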

The expression of genes involved in erythrocyte maturation and differentiation, like *TAL1*, *GATA2* and mitoferrin-1, was depressed in both organs, and we also observed a dramatic decrease in the expression of genes related to oxygen transport. For example, haemoglobin subunit alpha-d and haemoglobin subunit beta-2 showed a -5.2 and a -4.7 FC, respectively, in head kidney, and a -3.5 and -3.8 in spleen. 

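Haemoglobin subunit alpha-d (XLOC_005202) showed log2 FC of -5.22 in head kidney (SE 0.366, adjusted p = 0.00327) and -3.49 in spleen (SE 0.773, adjusted p = 0.0806). Its values were 6.47 ± 2.33 CPM in RCPT (SD, n = 3) and 239.8 CPM in CTRL in head kidney, and 47.2 ± 35.5 CPM in RCPT (SD, n = 3) and 531 CPM in CTRL in spleen. The haemoglobin beta-2 subunit (XLOC_007165) changed by log2 FC of -4.70 in head kidney (SE 0.406, adjusted p = 0.00484) and -3.71 in spleen (SE 0.447, adjusted p = 0.0408). A beta-type globin (XLOC_005483) had -4.53 (SE 0.568, adjusted p = 0.0198) in head kidney and -3.15 (SE 0.526, adjusted p = 0.0569) in spleen. Each of these directions was shared by 3 of 3 RCPT fish. Haemoglobin beta-2 in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC -4.01 and -3.44). Beta-type globin in head kidney was DE with a log2 FC of -5.33 without RCPT 1.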

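Band 3 anion exchange protein (XLOC_012312) was expressed at 15.9 ± 6.84 CPM in RCPT (SD, n = 3) and 1558 CPM in CTRL in head kidney, and at 121 ± 111 CPM in RCPT (SD, n = 3) and 2912 CPM in CTRL in spleen, with all 3 RCPT fish lower than CTRL in both organs. The log2 FC had SE of 0.432 in head kidney (adjusted p = 0.00311) and 0.999 in spleen (adjusted p = 0.0790), so the gene was DE in head kidney and not in spleen. The log2 FC in spleen minus head kidney was 1.96 (adjusted p = 0.791).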

The band 3 anion transport protein gene, the major glycoprotein of the erythrocyte membrane, also suffered a notable down-regulation in head kidney (FC = -6.6) and spleen (FC = -4.6). On the other hand, two genes related to iron homeostasis, hepcidin (up-) and ferritin heavy subunit (down-), were regulated in both organs.

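The ferritin heavy chain gene (XLOC_005613) had log2 FC of -1.80 in head kidney (SE 0.417, adjusted p = 0.0751), -2.35 in spleen (SE 0.411, adjusted p = 0.0603) and 1.18 in pyloric caeca (SE 0.407, adjusted p = 0.0939). All 3 RCPT fish lay on the same side of CTRL in each case. The log2 FC of ferritin in pyloric caeca minus head kidney was 2.95 (adjusted p = 0.0279), and pyloric caeca minus spleen gave 3.59 (adjusted p = 0.0177). Hepcidin was expressed at 5.09 ± 4.34 CPM in RCPT (SD, n = 3) and 0.749 CPM in CTRL in head kidney, and 13.5 ± 13.3 CPM in RCPT (SD, n = 3) and 3.00 CPM in CTRL in spleen. Over the 3 organs its common log2 FC was 2.07 (adjusted p = 0.0883), and that of ferritin -1.41 (adjusted p = 0.0735).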

#### Metabolism and digestive function

This group of genes was analyzed in pyloric caeca to evaluate intestinal function during enteromyxosis, and were mainly down-regulated. Most of these genes showed high expression in the control sample, while its expression was practically undetectable in infected individuals. That was the case of the digestive enzymes *CHIA* (-14.1), *ALPI* (-11.7), *CYP7A1* (-9.1) or *CPO* (-6.0). Also the *FABP2* and *APOA4* genes, involved in lipid metabolism, showed very highly expression in control samples, but -4.1 and -6.5 FCs, respectively, in infected samples. Moreover, there was a depression of genes induced by food intake (*GIP*, *CCK2*, gastrin-cholecystokinin-like peptide) and of the gene coding for the galanin type I receptor, an orexigenic petide. On the other hand, two anorexigenic genes (*CART* and *CGRP*) were up-regulated.

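In pyloric caeca 39 genes had at least 100 CPM in CTRL and a mean in RCPT under 1% of it, and 24 of them carried a name. In head kidney and spleen 0 genes met this description, which involves no test, and with a minimum of 10 CPM pyloric caeca had 60. The reverse, at least 100 CPM in RCPT and under 1% of it in CTRL, was met by 4 genes in pyloric caeca. Among the 39 genes, meprin alpha (XLOC_012856) was at 10.1 ± 6.68 CPM in RCPT (SD, n = 3) and 4854 CPM in CTRL, and platelet glycoprotein 4-like (XLOC_013186) at 0.221 ± 0.131 CPM in RCPT (SD, n = 3) and 951 CPM in CTRL. Their log2 FC were -8.91 (SE 0.726, adjusted p = 0.00183) and -12.02 (SE 0.397, adjusted p = 2.5e-04), with 3 of 3 RCPT fish lower. For a partial lactase-phlorizin hydrolase outside that group, XLOC_001160 had 0, 0 and 0 counts in the RCPT fish and 447 in CTRL of pyloric caeca, at least 587-fold lower in RCPT. The paper took the genes of metabolism and digestion as a measure of intestinal function during the disease.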

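Acidic mammalian chitinase-like (XLOC_021467) had a log2 FC of -14.10 in pyloric caeca (SE 0.789, adjusted p = 8.6e-04). Its expression was 0.541 ± 0.396 CPM in RCPT (SD, n = 3) and 9654 CPM in CTRL. Carboxypeptidase o (XLOC_001148) showed a log2 FC of -6.01 in pyloric caeca (SE 0.192, adjusted p = 2.5e-04). Values of this gene were 3.60 ± 0.335 CPM in RCPT (SD, n = 3) and 231 CPM in CTRL. Alkaline phosphatase (XLOC_017773) changed by a log2 FC of -0.12 in pyloric caeca (SE 0.233, adjusted p = 0.760). An alkaline phosphatase of the tissue-nonspecific type (XLOC_012429), named here after its values were seen, was at 2.06 ± 1.91 CPM in RCPT (SD, n = 3) and 414 CPM in CTRL, with a log2 FC of -7.65 (SE 0.849, adjusted p = 0.00414). In each of these comparisons 3 of 3 RCPT fish moved the same way, except for alkaline phosphatase in pyloric caeca (2 of 3). No gene of the table carries the name CYP7A1 or that of intestinal alkaline phosphatase.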

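Of the genes named intestinal fatty acid-binding protein, XLOC_008414 had a log2 FC of -4.14 (SE 0.312, adjusted p = 0.00150) and XLOC_015335 -5.05 (SE 0.350, adjusted p = 0.00121) in pyloric caeca. Apolipoprotein a-iv4 (XLOC_003321) had a log2 FC of -6.48 in pyloric caeca (SE 0.491, adjusted p = 0.00151). A second apolipoprotein a-iv gene (XLOC_004730) had -5.17 (SE 0.908, adjusted p = 0.0161). Every one of these directions held in 3 of 3 RCPT fish. Expression of XLOC_008414 was 144 ± 27.8 CPM in RCPT (SD, n = 3) and 2509.6 CPM in CTRL, and that of XLOC_003321 was 57.5 ± 23.8 CPM in RCPT (SD, n = 3) and 5097 CPM in CTRL. XLOC_004730 in pyloric caeca was DE with a log2 FC of -6.47 without RCPT 1.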

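Log2 FC in pyloric caeca were -3.13 (SE 0.433, adjusted p = 0.00825) for gastric inhibitory polypeptide (XLOC_013038) and -2.65 (SE 0.237, adjusted p = 0.00232) for galanin receptor type 1 (XLOC_019101). These changes were seen in 3 of 3 RCPT fish. No gene of the table carries the name of a gastrin-cholecystokinin-like peptide or of CCK2, the cholecystokinin B receptor.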

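The cocaine- and amphetamine-regulated transcript (XLOC_019098) had a log2 FC of 6.69 in pyloric caeca (SE 2.20, adjusted p = 0.0845). XLOC_019098 had 25, 8 and 8 counts in the RCPT fish and 0 in CTRL of pyloric caeca, at least 3.47-fold higher in RCPT. Calcitonin gene-related peptide 2 (XLOC_017880) showed a log2 FC of 1.97 in pyloric caeca (SE 0.565, adjusted p = 0.0591). Single RCPT fish all moved in the direction of the mean (3 of 3). Neither gene was DE.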

#### Cytoskeleton and extracellular matrix

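Genes were also counted by a word in their annotation name, and each triplet of numbers gives head kidney, spleen and pyloric caeca. Of 57 genes with the word collagen, which includes collagenases and procollagen enzymes, 3, 0 and 10 were DE and lower in RCPT, and 0, 0 and 2 were DE and higher. The latter were collagenase 3-like (XLOC_014082) and a procollagen dioxygenase (XLOC_021355), which are not collagens. Of 49 with the word myosin, which includes tropomyosin, 1, 1 and 3 were lower and 2, 0 and 4 higher. Of 47 with the word actin, which includes actin-binding proteins and contactins, 3, 0 and 2 were lower and 0, 0 and 3 higher. With library totals in place of TMM the numbers lower were 5, 2 and 11 for collagen, 3, 1 and 5 for myosin and 3, 3 and 2 for actin, and the numbers higher were 0, 2 and 3 for collagen, 2, 0 and 5 for myosin and 0, 2 and 6 for actin.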

Several myosin, collagen, actin, tubulin, coronin and spectrin genes, were down-regulated in the three organs. Pyloric caeca and head kidney exhibited the highest number of down-regulated genes. Of particular interest were collagen alpha-1, alpha actin and the different myosin genes, that were abundantly expressed in control samples, showing FCs ranging from -6.1 (myosin heavy chain) to -1.8 (collagen alpha-1). Likewise, the *TPM4*, which was highly expressed in spleen and pyloric caeca of CTRL fish, was down-regulated in RCPT samples.

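Collagen alpha-1 (XLOC_000121) changed by log2 FC of -1.81 in head kidney (SE 0.225, adjusted p = 0.0191), -0.39 in spleen (SE 0.350, adjusted p = 0.553) and -1.39 in pyloric caeca (SE 0.368, adjusted p = 0.0480). Its expression was 37.8 ± 4.89 CPM in RCPT (SD, n = 3) and 131 CPM in CTRL in head kidney, and 181 ± 61.5 CPM in RCPT (SD, n = 3) and 469.8 CPM in CTRL in pyloric caeca. In head kidney an alpha cardiac-like gene (XLOC_020576), taken for alpha actin, had a log2 FC of -3.87 (SE 0.418, adjusted p = 0.0112). A myosin heavy chain (XLOC_021720) had a log2 FC of -6.03 in head kidney (SE 1.09, adjusted p = 0.0467). XLOC_021720 had 0, 0 and 1 counts in the RCPT fish and 25 in CTRL of head kidney, 90.0-fold lower (95% counting interval 14.7 to 3696) in RCPT. With CTRL as the reference, 3 of 3 RCPT fish moved in the same direction. Collagen alpha-1 in head kidney was not DE without RCPT 3 (log2 FC -1.75). The myosin heavy chain in head kidney was not DE without RCPT 1 or without RCPT 3 (log2 FC -5.63 and -7.90). Collagen alpha-1 in pyloric caeca was not DE without RCPT 2 or without RCPT 3 (log2 FC -1.34 and -1.38).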

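Tropomyosin alpha-4 (XLOC_006818) had log2 FC of -1.57 in spleen (SE 0.223, adjusted p = 0.0471) and -1.35 in pyloric caeca (SE 0.403, adjusted p = 0.0658). The direction of each change was seen in 3 of 3 RCPT fish. Its expression was 203 ± 18.2 CPM in RCPT (SD, n = 3) and 602 CPM in CTRL in spleen, and 398 ± 139 CPM in RCPT (SD, n = 3) and 1007 CPM in CTRL in pyloric caeca. Tropomyosin alpha-4 in spleen was not DE without RCPT 2 or without RCPT 3 (log2 FC -1.61 and -1.61).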

## GO enrichment analysis

The full transcriptome of the three organs was annotated and GO terms for each sequence were obtained. A Fisher exact test (FDR corrected p-value = 0.05) was used to compare DE sequences with the background transcriptome to obtain the enriched GO terms for each organ (Figure 4). Oxygen binding was clearly overrepresented in both spleen and head kidney of RCPT fish, likely indicating alterations in the erythrocyte machinery, as mentioned earlier. Lipid metabolism and catalytic activity were enriched categories in pyloric caeca, which might evidence problems in the digestive function. Extracellular space or extracellular region GO terms were present in all three organs. GO enrichment was also performed for up-regulated and down-regulated genes separately, obtaining an additional up-regulated GO category in spleen, peptidase activity, and in pyloric caeca, cell cycle.

**Figure 4:**
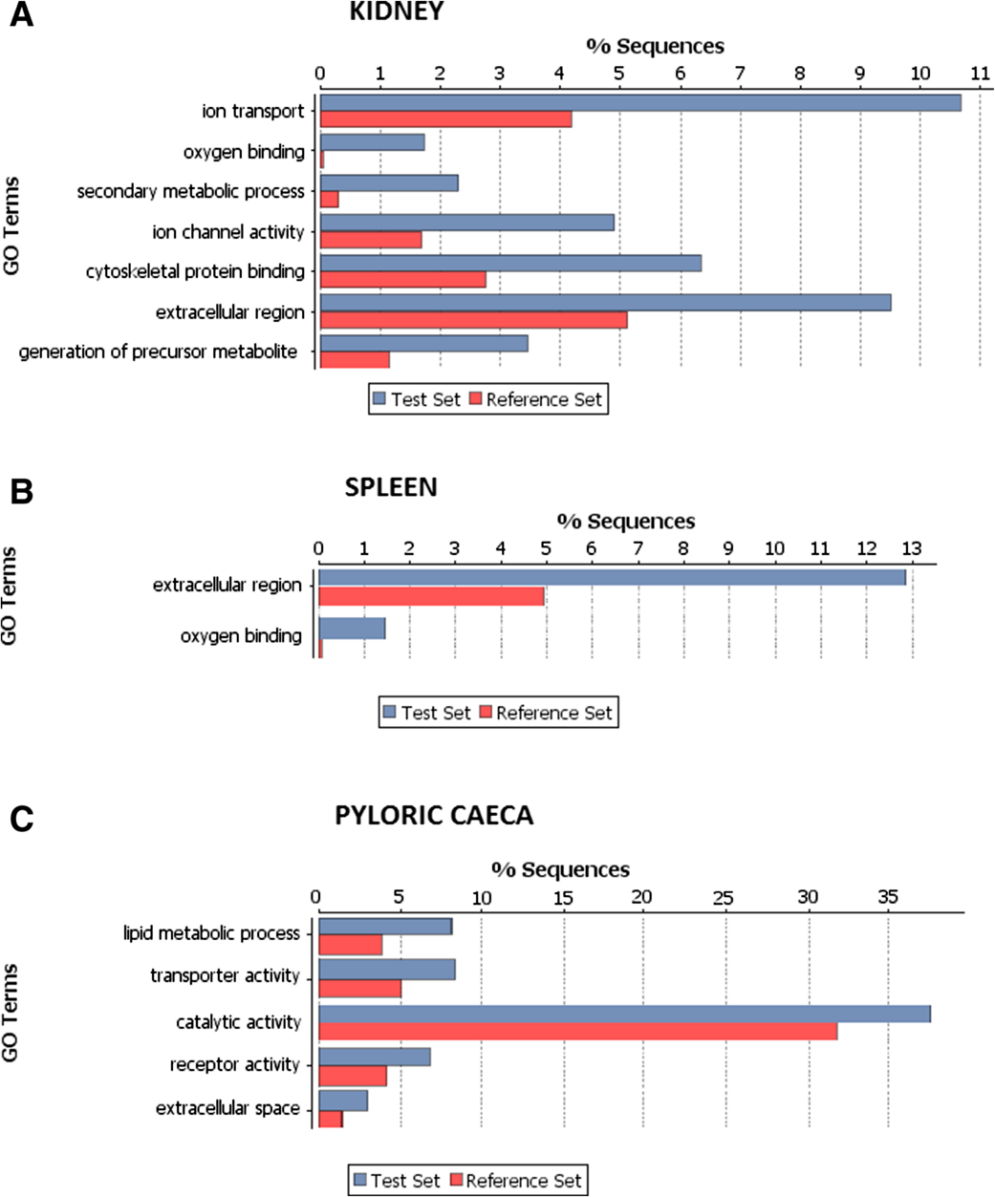
**GO terms enrichment.** GO enrichment (p < 0.01 FDR corrected) for DE genes in **A)** head kidney, **B)** spleen and **C)** pyloric caeca. The percentage of sequences with the associated GO term present in the full organ transcriptome is shown in blue, while the percentage of sequences with the GO term in the DE gene group is shown in red.

## Discussion

This is, to our knowledge, the first report of a RNA-seq transcriptomic analysis applied to the study of a fish-parasite model. We investigated turbot at an advanced enteromyxosis stage, selected on the basis of histopathological evaluation. This approach allows the analysis of fish with a more uniform health status, minimizing interindividual variation, and consequently, enabling a more consistent identification of regulated genes on a reduced number of animals. This study advances our understanding of how the *E. scophthalmi* infection develops and the determination of the clinical signs and lesions characteristic of infection in turbot. Figure 5 depicts the cascade of events leading to severe enteromyxosis in turbot considering in particular the transcriptomic changes found in the current study.

**Figure 5:**
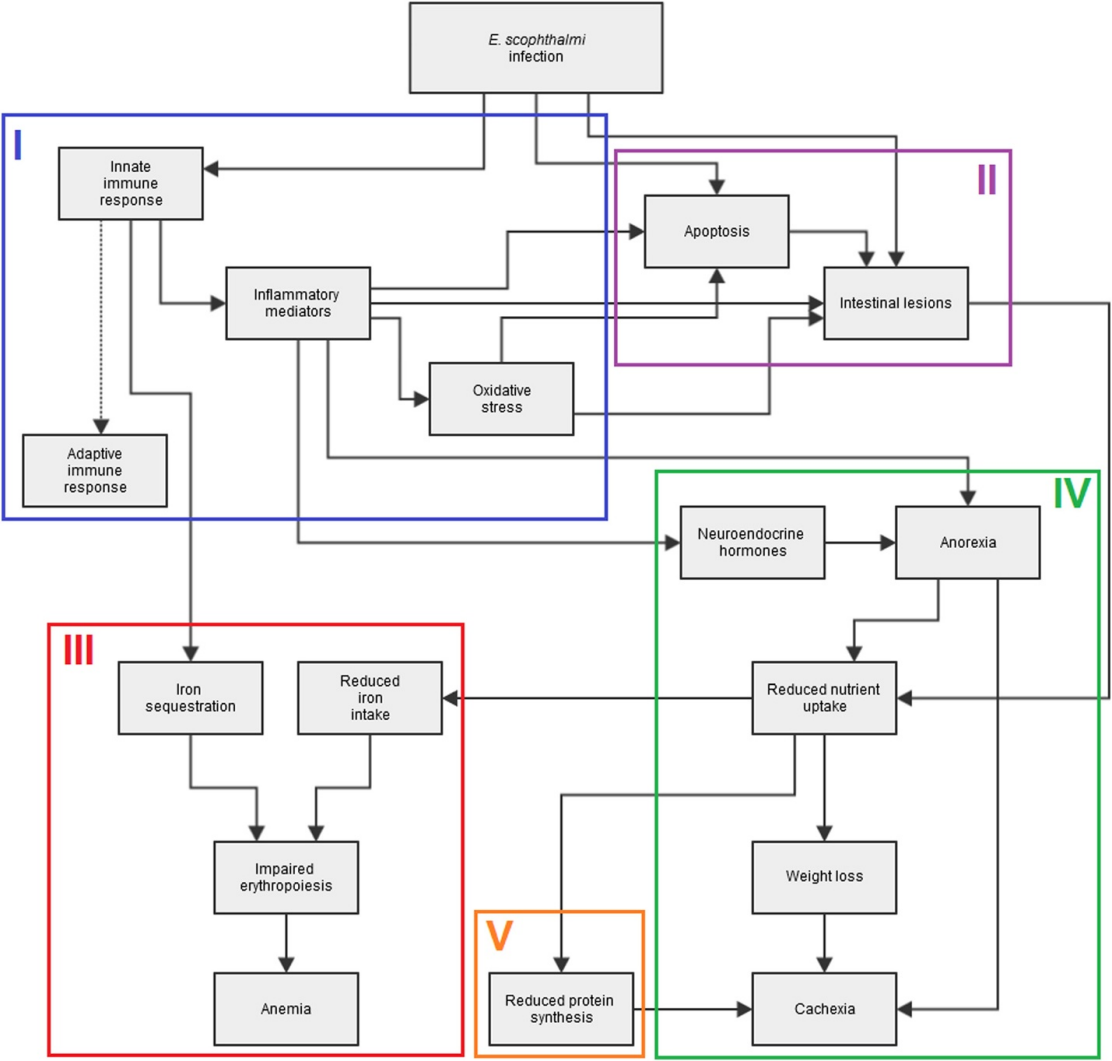
**Enteromyxosis flowchart.** Flowchart showing the main processes involved in severe turbot enteromyxosis. The flowchart has been divided in five sections according to the most representative processes occurring during Enteromyxum infection: I, blue, immune and defence response; II, purple, apoptosis and cell proliferation; III, red, iron metabolism and erythropoiesis; IV, green, metabolism and digestive function; V, orange, cytoskeleton and extracellular matrix.

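The effect of infection was compared between organs by testing the difference of log2 FC over all 12 libraries, for 21888 genes. Between pyloric caeca and head kidney 1708 genes differed, and 1250 of them had opposite signs in the 2 organs. Between pyloric caeca and spleen 1218 genes differed, 859 with opposite signs. Without RCPT 3 these numbers were 381 and 155, without RCPT 2 1088 and 533, and without RCPT 1 1895 and 1843. Between spleen and head kidney 0 genes differed by edgeR's quasi-likelihood test, with 1734 at an unadjusted p under 0.05 and 219 genes called by DESeq2.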

We found far more DE genes in pyloric caeca (3022) than in either kidney or spleen (1316 and 1377, respectively). This is perhaps not that surprising since the intestine is the target tissue of *Enteromyxum spp.* infection and the lesions caused by the disease are mostly restricted to the gastrointestinal tract. Additionally, the most characteristic clinical signs of the disease, such as weight loss and anorexia, are attributable to the alteration of the normal physiology of the digestive system. Furthermore, spleen and kidney shared 321 down-regulated genes, an interesting result which can be attributed to the common lymphohaematopoietic functions and the cellular depletion observed in both organs in late stages of the disease [8].

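Across the 17441 genes tested in both head kidney and spleen, the log2 FC had a Pearson correlation of 0.62, against 0.22 for head kidney and pyloric caeca and 0.28 for spleen and pyloric caeca. These are correlations across genes, which are not independent replicates. Genes lower in RCPT in both lymphoid organs numbered 90. Under alternatives they numbered 371 by edgeR's likelihood ratio test, 350 by its exact test, 275 by DESeq2, 285 with library totals alone, 234 without RCPT 1 and 64 with RLE size factors. They numbered 0 with glmTreat and, by the quasi-likelihood test, without RCPT 2 or without RCPT 3, as 0 genes of spleen were then DE and 1407, 3554 and 3219 had an unadjusted p under 0.05. As an explanation of the shared lower expression, the paper proposes the lymphohaematopoietic functions common to both organs and their loss of cells in late disease.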

### Immune and defence response

The defence response of turbot against *E. scophthalmi* was characterized by the activation of the innate immune response, but it seems that different elements acting in bridging innate and adaptive response are failing, and an inadequate onset of the adaptive immune response was noticed. The transcriptomic changes detected were especially intense in pyloric caeca, corresponding, and likely contributing, to the severe histological changes observed at tissue level.

Numerous regulated genes belonging to immune and defence response were found in the three organs analyzed. The number of up-regulated genes in pyloric caeca far exceeded the down-regulated ones, while this is not observed in kidney and spleen. Among the three DE genes related to the innate immune response shared by the three organs (*ALOXE3*, *IL4I1* and *MASP3b*), the overexpression of *MASP3b*, which mediates the activation of the complement lectin pathway, is of particular interest [28–30]. This is also the function of MASP1, overexpressed in spleen. The complement lectin pathway is considered the most ancient route of complement activation [31, 32], with a well-demonstrated role in several parasitic diseases [33–36]. Interestingly, the third component of the complement system, C3, which plays a central role supporting the activation of the three complement pathways [37] was up-regulated in head kidney and pyloric caeca, but down-regulated in spleen. This could be related to the changes also observed in components of the classical pathway (overexpression of C1q receptor in spleen and pyloric caeca, but depression of C1q-like protein 4 and protein 2 in pyloric caeca), probably as a rebound effect after a previous increase, or due to a progressive exhaustion of the complement system, hypothesized in late stages of enteromyxosis in turbot and gilthead sea bream [10, 17, 38].

The overexpression of *MASP3b* in the three organs suggests the involvement of lectin complement pathway in the immune response and of C-type lectins as pattern recognition receptors (PRRs) for *E. scophthalmi*. The latter would be also confirmed by the regulation of three genes encoding this type of lectins: *MRC1*, up-regulated in spleen and pyloric caeca; *CLEC4M* up-regulated in pyloric caeca and *CD209*, up-regulated in pyloric caeca and down-regulated in spleen. These results support the hypothesis on *E. scopthalmi* recognition by turbot advanced in previous studies, which investigated the presence of carbohydrate terminals in the parasite [13] and the effect of lectins on the attachment and invasion of intestinal epithelium [14].

C-type lectins receptors located on antigen-presenting cells play a major role in pathogen recognition and induction of immune response [39, 40], and *CD209*, in particular, is considered a marker for dendritic cells [41], key linkers between innate and adaptive immunity. Additionally, our study revealed the same expression pattern (up-regulation in pyloric caeca and down-regulation in spleen) of another dendritic cell marker, *CD83*. The presence and function of these cells in teleosts is largely unknown [42] and our findings provide additional evidence of their involvement in disease response in turbot [43]. The down-regulation of these genes in a main antigen-processing organ, like the spleen in teleost [44], together with previous observations [10, 11, 45] and other findings of this work, suggests that there might be a failure in the connection between innate and adaptive immune response during turbot enteromyxosis.

On this regard, it was remarkable to observe the down-regulation of several IFN-related genes in the three organs. Several type I IFN-induced genes and type II IFN receptors were depressed, and *PRDM1a*, a repressor of type II IFN [46], showed a five-fold increase in pyloric caeca. Interferons play a major role in signalling between innate and adaptive immune response [47, 48], and there are multiple lines of evidence that suggest their involvement in anti-parasitic response and resistance [17, 49, 50]. Notably, head kidney and spleen showed down-regulation of *TLR9*, a PRR which induces the expression of type I interferon via the action *IFR3* and *IFR7* (likewise down-regulated in these organs), and enhances MHC-I antigen (down-regulated in all organs) cross processing [50]. Although depression of MHC-I, IFNs and *TLR9* genes is commonly associated with immune system evasion by viruses [51–54], the importance of this mechanism in parasite infections is becoming increasingly evident [55–57]. In teleost, Young *et al.* [58] established the connection between the coordinated down-regulation of MHC-I and IFN-related genes in amoebic gill disease-affected Atlantic salmon and the inhibition of acquired immunity development and high susceptibility of this species to the disease. On the other hand, in gilthead sea bream chronically exposed to *E. leei*, IFNs and IFN-stimulated genes were hypothesized as markers for pathogen resistance due to their up-regulation in exposed but not parasitized fish [17].

Interestingly, our RNA-seq analysis also found a down-regulation of *IL*22 and *IL*17 that could reflect a decrease of their major producers, Th17 cells. Besides, *SOSCS*3, an inhibitor of *IL*17 expression, was up-regulated in spleen. Th17 cells also coordinate innate and adaptive immune response [59] and are described as critical for mucosal and epithelial host defence against extracellular pathogens [60]. The balance between the protective and harmful effects of Th17 cells through cytokines *IL17* and *IL22* is extremely delicate and there are reports supporting their contribution to host defence and others highlighting their inflammatory damage when the infection persists over time [60–63]. A deeper understanding of the genes underlying the activation or depression of the different T helper subsets responses is considered of great significance for resistance and tolerance of livestock species [64].

Nowadays, it is becoming evident that in a specific adaptive response is essential to deal with infection and to acquire resistance in teleost [45, 58, 65]. However these data points towards a possible failure or slowness in the activation of the adaptive response, as previously suggested for turbot enteromyxosis based on the evidence of delayed or even undetectable production of specific antibodies against *E. scophthalmi* by turbot [10, 45].

In this work, we found several down-regulated genes related to B and T cell activity in lymphohaematopoietic organs, also in accordance with previous work describing lymphocyte depletion, reduced Ig + cells and marked lymphohaematopoietic depletion in spleen and head kidney of turbot in advanced stages of the disease [8, 10, 11]. Globally, spleen and head kidney showed a depression of genes related to acquired immune response, which may reflect the incapability of the immune system to stop the infection. On the other hand, several immunoglobulin-related genes were up-regulated in pyloric caeca, which is consistent with the results of Bermúdez *et al.* [11], who found a progressive increase in IgM^+^ cells in the intestine of *E. scophthalmi*-infected turbot, reaching the maximum at 78 days post-exposure, suggesting that it may reflect a local reaction against the parasite. The importance of the local immune response has been recently highlighted for *E. leei*-infected gilthead sea bream [18], where significant changes in the expression of interleukins (ILs) and IL receptors were found in the intestine but not in head kidney nor in spleen of infected fish. In this organ, a switch from an early pro-inflammatory IL expression profile to an anti-inflammatory pattern in later stages of disease was also reported.

In our study, a remarkable number of up-regulated genes involved in immune and defence response were found in pyloric caeca, including several innate immune components involved in promoting the inflammatory reaction, which does not seem to be in a resolution phase. Also, intestinal-type alkaline phosphatase, an essential enzyme in controlling gut microflora and maintaining epithelial integrity, showed a -11.7 FC in infected turbot. The role of this enzyme in preventing intestinal inflammation has been demonstrated in zebrafish [66] and there is evidence of the beneficial effect of its administration in conditions of severe intestinal epithelial damage [67, 68]. This supports the hypothesis of an exacerbated local immune response of turbot against the parasite and its products [12, 15], which can explain the development of the observed lesions. The prolonged inflammation of pyloric caeca is likely to create an oxidative environment at the intestinal level, and the action of the inflammatory mediators and the oxidative stress can be responsible for the desquamation of the intestinal epithelial lining, typical of the disease in turbot, as seen in other conditions characterized by an exacerbated immune response [69–72]. In this context, beyong the up-regulation of two genes related to oxidative stress response (calcipressin 1 and adrenomedullin 5), the antioxidant defences appear to be failing, as revealed by the depression of the antioxidants SOD, CAT, MASRA, GSTT1 and TXNDC17. In chronic *E. leei*-infected gilthead sea bream, Davey *et al.* [17] found several genes encoding antioxidant enzymes up-regulated in response to the high reactive oxygen species production, so the opposite pattern reported here could also be one of the factors contributing to the higher susceptibility of turbot to enteromyxosis.

### Apoptosis and cell proliferation

Apoptosis is an essential biological process induced in response to many extrinsic stimuli (like inflammatory reaction and oxidative stress) and it can be considered as part of the host innate immune response during infection but also, in some cases, as an infection-associated immunopathology [73–76]. The ability of pathogen microorganisms, including intestinal parasites, to modulate apoptosis in their hosts has been widely documented [73, 77, 78]. We observed several DE genes related to apoptotic cell death in pyloric caeca of infected fish, including a considerable up-regulation of caspase-3. This is in accordance with previous histological observations describing increased number of cells with apoptotic features [8] and with the increase of active caspase-3 occurring in both lining epithelium and lamina propria of turbot intestine during enteromyxosis [16]. It has been suggested that this could be a mechanism used by the parasite to spread [8], though the observations of apoptotic cells between the inflammatory infiltrates of lamina propria have also been related to a strategy for immune evasion [16]. Our data also suggests that this process plays a prominent role in the pathogenesis of turbot enteromyxosis.

The up-regulation of some anti-apoptotic or apoptosis-induced genes (apoptosis inhibitor 5, *TNFRSF11B* and *HIGD1A*) and depression of some pro-apoptotic genes (*TRAIL* and *DEDD2*) was also detected at intestinal level, suggesting that complex adjustments in apoptotic signals may occur during enteromyxosis, as reported for *E. leei* [17]. These findings may be related to different requirements of the parasite to induce or inhibit apoptosis depending on the developmental stage, as hypothesized for human cryptosporidiosis [78]. Another possible explanation is that these genes may be counterbalancing the effects of the exacerbated immune response, also consistent with the activation of some tissue repair (up-regulation of *MMP13*, *PLAT* and *FGF10*) and cell proliferation (*PCNA* and cyclins) related genes observed in this organ.

Apoptotic cell death has also been involved in the lymphohaematopoietic depletion observed in infected turbot, either directly on cell components of these organs or indirectly as a result of the increment of leukocyte apoptosis in the intestine [8, 16]. In the current study, very few genes related to apoptosis are differently expressed in head kidney and spleen, displaying a substantial balance between cell death/survival signals. Concerning cell proliferation, the up-regulation in both organs of *HGF*, a pleiotropic cytokine that plays a major role in tissue regeneration, but also with potent anti-inflammatory properties, is a relevant observation, as it is involved in interfering the function of dendritic cells and CD4^+^ and CD8^+^ T cells [79–81]. Our results showed that CD4 and the dendritic cell markers (CD83, CD209) are down-regulated in spleen. Furthermore, *HGF* affects CD8^+^ cytotoxic cells by down-regulating IFN-gamma, granzyme and perforin [81], consistent with our results in head-kidney. The role of *HGF* in teleost is largely unknown, and in this case its activation may be an attempt to counterbalance the loss of cell population or to modulate the deleterious effects of an exacerbated immune response. These considerations need further research, in particular by focusing on the events occurring at earlier stages of the disease regarding cell-mediated immune response and the activation of interferon pathways at the site of infection as well as in lymphoid organs. In addition, more information about the changes in cell death/proliferation balance along the course of the disease will help to clarify the role of apoptosis in lymphoid depletion, and the conflict between host and parasite induced functions.

### Iron metabolism and erythropoiesis

Oxygen binding seems to be altered in both spleen and head kidney as shown by the gene-enrichment analysis performed, which strongly support alterations in the erythrocyte function and haemoglobin production. Both spleen and head kidney showed up-regulation of hepcidin, a peptidic hormone initially known by its antimicrobial activity, but later recognized as the principal regulator of iron homeostasis [82–84]. It acts as acute-phase protein to induce iron sequestration during infections and is considered the main gene responsible for the so called “anaemia of chronic disease” or “anaemia of infection” [82, 85]. Hepcidin determines a decreased absorption of iron in the intestine and sequestration of iron in macrophages, so limiting its availability for haemoglobin synthesis in maturing erythrocytes [82, 86]. RNA-seq analysis showed that in the lymphohaematopoietic organs several genes related to haemoglobin and erythrocytes maturation are markedly down-regulated as well as ferritin, the main iron-storage protein. This group of is genes is tightly clustered in the heatmap (Figure 3), revealing a strong common regulation. The depression of this group of genes can explain the decrease in hematocrit and haemoglobin values seen in *Enteromyxum*-infected fish [6] and the activation of genes related to the response to hypoxia found in this study (*HIGD1A*, cytochrome c oxidase and angiopoietin-related). The reduction in iron availability, however, may be explained both by the infection-related iron sequestration and the probable restricted iron intake by diet, due to the anorexia and the impaired intestinal absorptive function shown by fish suffering enteromyxosis [6, 87].

### Metabolism and digestive function

*Enteromyxum*-infected turbot have significantly lower weight and poorer condition at advanced stages of the disease [10], which is likely due to the reduction of food intake due to anorexia and intestinal damage [7, 8]. Effects of starvation have been shown to affect blood as well as immune function, besides the expected alterations in nutrient metabolism [88–90], as observed for the enriched GO category “lipid metabolism” in pyloric caeca in our study. Actually, in infected turbot we have found a remarkable decrease in the expression of several digestive enzymes in this organ, probably related to a general loss of the intestinal function as recently reported in cunner (*Tautogolabrus adspersus,* Walbaum) subjected to acute or long-term fasting [91].

Moreover, we observed changes in the expression of genes that encode for peptide hormones, which act in feeding behaviour. Gastrin cholecystokinin-like peptide and its related receptor *CCK2*, *GIP* and galanin receptor 1, were all down-regulated. Gastrin and cholecystokinin are structurally and functionally related hormones that act in response to food intake to stimulate different digestion processes. Similarly, gastric inhibitory polypeptide belongs to the incretin family of gastrointestinal hormones whose main function is to induce insulin secretion in response to the increase in the glucose blood level after food ingestion. The depression of these genes can be explained by the overall reduction of digestive function caused by food deprivation, as postulated by Hayes & Volkoff [91] for cholecystokinin decreased expression seen in fasting cunner. On the other hand, galanin is an orexigenic hormone and its decrease can be related to the parallel increase of the anorexigenic *CART* and *CGRP*.

Anorexia is a quite common clinical sign observed in parasitic infection but the causes and significance that underlie this behaviour, despite being investigated for many years, are still controversial [92–94]. In *E. leei*-infected gilthead sea bream, Estensoro *et al.* [87] found evidence that anorexia is the main cause of body mass loss, hypothesizing the involvement of cachectic cytokines, gastrointestinal peptides and growth factors in the voluntary reduction of food intake. The results of our study are consistent with these considerations, although further investigation of the mechanisms underlying anorexia in enteromyxosis should be addressed.

### Cytoskeleton and extracellular matrix

RNA-Seq analysis revealed that the three studied organs shared common depression of numerous genes encoding cytoskeletal and structural proteins. Protein synthesis is an energy-demanding process and can be affected by the detrimental effects of a prolonged reduction in food intake, further exacerbated if it is associated with impaired intestinal absorption [95, 96]. These changes can therefore be considered as indicative of a progressive overall tissue wasting which leads to the lethal outcome of turbot enteromyxosis.

## Conclusions

This is the first application of RNA-seq technology to the study of turbot transcriptomic response and particularly to the analysis of *E. scophthalmi* infection. This experiment has greatly enriched our knowledge on the major turbot biological processes and responses against this disease. The results obtained point towards the presence of an exacerbated local immune response associated with an inadequate activation of the adaptive immunity, probably related to the failure of some components acting in bridging innate and adaptive immune response. Additionally, the involvement of C-type lectins as PRR for the parasite and of apoptosis in the pathogenic mechanism is highly plausible. The transcriptomic analysis has also revealed details on the genetic basis underlying the characteristic clinical signs and lesions associated with the progression of this disease, like cachexia and anaemia. This knowledge is essential to investigate the pathogenetic mechanisms and the differences in species-specific susceptibility to enteromyxosis with the aim of identifying resistance-related genes. This information will be useful for the derivation of new therapeutic treatments and to exploit genetic variation associated with these key genes in order to achieve more resistant broodstock through breeding programmes. Further analyses should focus on transcriptomic changes at earlier stages of the disease and on comparative studies with other affected species.

## Methods

### Experimental design and animal sampling

Turbot (150 g mean weight) were obtained from an *E. scophthalmi-*free farm in northwestern Spain and kept in the facilities of the Instituto de Acuicultura de Torre la Sal (IATS, Cabanes, Castellón, Spain). Animals were divided into 55 RCPT and 65 CTRL fish, and were acclimated for two weeks under identical conditions before starting the trial in two 500 L tanks per group with 5 μm-filtered and UV-irradiated open flow sea water (37.5‰ salinity) at 19 ± 1°C.

The experimental infection was carried out by oral route, as described by Redondo *et al.* [97]. Briefly, RCPT fish received 1 ml of intestinal scraping homogenates in Hank’s Balanced Salt Solution (HBSS) from 20 donor fish, containing *E. scophthalmi* live parasites, whereas CTRL fish were inoculated with the same amount of HBSS alone. Donor turbot came from an experimentally infected stock maintained at IATS.

Fifteen RCPT and 10 CTRL fish were sampled at 7, 24 and 42 days post-inoculation (DPI) in order to obtain a representative time-course that included different levels of infection for analysis. At each sampling point, fish were euthanized under benzocaine anaesthesia (3-aminobenzoic acid ethyl ester, 100 mg/ml) (Sigma, St. Louis, MO, USA) and necropsied to obtain samples from head kidney, spleen and digestive tract.

The experiment was carried out in accordance with national (Royal Decree RD1201/2005, for the protection of animals used in scientific experiments) and institutional regulations (CSIC, IATS Review Board). Animals were treated according to the Directive 2010/63/UE of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for experimentation and other scientific purposes. All experimental protocols were approved by the Institutional Animal Care and Use Committee of the University of Santiago de Compostela (Spain).

### Histopathology

Tissue samples were fixed in Bouin’s fluid at 4°C for 12 hours and then stored in 70% ethanol until being processed for paraffin-embedding. Thin sections (3 μm) were stained with H&E and toluidine blue for microscopic evaluation. The healthy status of CTRL fish was confirmed while RCPT fish showed a variable level of infection irrespective of the day of sampling, suggesting different resistance to the parasite or variation associated to the infection protocol. Consequently, fish were classified according to the lesional degree in three groups (slight, moderate and severe), as described by Bermúdez *et al.* [8].

### RNA extraction and sample preparation for RNA-seq

Samples from the three organs (head kidney, spleen and pyloric caeca) were collected in cold RNAlater (Qiagen), kept at 4°C overnight and then transferred to -20°C. RNA extraction was performed using the RNeasy mini kit (Qiagen) with DNase treatment following manufacturer’s instructions. RNA quality and quantity were evaluated in a Bioanalyzer (Bonsai Technologies) and in a NanoDrop® ND-1000 spectrophotometer (NanoDrop® Technologies Inc), respectively. Prior to sequencing, RNA aliquots from three CTRL fish were pooled by organ, while samples from three RCPT fish were analyzed individually, resulting in three RCPT and one CTRL sample per organ. The three RCPT fish were chosen among those fish graded as severely infected in histopathology assessment and were collected at the same time, thus, both RCPT and CTRL fish belonged to the 42 DPI sampling point.

The 12 samples were barcoded and prepared for sequencing by the Wellcome Trust Centre for Human Genetics, Oxford, using standard protocols. Sequencing was conducted on an Illumina HiSeq 2000 as 100 bp paired-end reads.

The quality of the sequencing output was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/; version 0.10.1). Quality filtering and removal of residual adaptor sequences was conducted on read pairs using Trimmomatic [98] (version 0.30). Specifically, residual Illumina specific adaptors were clipped from the reads, leading and trailing bases with a Phred score less than 4 were removed and the read trimmed if a sliding window average Phred score over four bases was less than 15. Only reads where both pairs had a length greater than 36 bp post-filtering were retained, leaving on average more than 15 million mappable paired-end reads per sample.

The recently assembled turbot genome (Figueras *et al.*, unpublished data), was used as a reference for read mapping. The genome consists of 16,493 scaffolds with an N50 of 4,268,014 bp and N90 of 462,971 bp. Filtered reads were mapped to the genome using Tophat2 [99] (version 2.09) that leverages the short read aligner Bowtie2 [100] (version 2.1.0) with a maximum intron length of 10 kb. HTSeq-count (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) was used to extract the raw reads from the mapping files.

To account for differences in the mass composition of the RNA-Seq samples, we conducted trimmed mean of M-values (tmm) normalisation of expression values using EdgeR [101] for each organ. Differential expression between infected and control samples was calculated using EdgeR and resulting *P-*values corrected for false discovery rate (FDR). DE genes were defined as showing an FDR corrected *P*-value < 0.05, a log_2_ fold FC >1 and a minimum length of 200 bp. The DE genes were identified and annotated using Blast2GO (version 2.7.0) with an E-value cutoff of E^-6^. Enriched GO terms for each tissue were identified by comparing the DE genes against the full turbot transcriptome using Blast2GO Fisher’s exact test (p < 0.05, FDR corrected). The correct classification of the samples as either infected treatments (clustering together) or uninfected controls (as outgroups) was confirmed with hierarchical clustering implemented in the R package “pvclust” [102], using complete Euclidean distance with 1000 bootstrap replicates.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [103] and are accessible through GEO Series accession number GSE63911 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63911).

### List of gene symbols

*IL4I1*: L-amino-acid-oxidase; *ALOXE3*: epidermis-type lipoxygenase 3; *MASP3b*: mannose-binding lectin-associated serine protease-3b; *IRF 3, 4, 7*: interferon regulatory factor; *Gig2*: grass carp reovirus-induced gene 2; *IFIT-1*: interferon-induced protein with tetratricopeptide repeats 1; *cHERC5*: e3 isg15--protein ligase herc5; *IFI44*: interferon-induced protein 4; *CAT*: catalase; *FMNL1*: formin-like protein 1;*TMOD4*: tropomodulin 4; *GRXCR1*: Glutaredoxin domain-containing cysteine-rich protein 1; *SNPH*: syntaphilin-like isoform ×1; *COL1A2*: collagen alpha-2 chain; *KCNN3*: small conductance calcium-activated potassium channel protein 3-like; *EGR*: early growth response; *TNFRSF10b*: tumor necrosis factor receptor superfamily, member 10b; *G-CSFR*: granulocyte colony-stimulating factor receptor; *AP-1*: transcription factor ap-1; *CEBPB*: ccaat enhancer-binding protein beta; *LITAF*: lipopolysaccharide-induced tumor necrosis factor-alpha factor; *CYBB*: cytochrome b-245 heavy chain; *TNF-α*: tumor necrosis factor-alpha; *TCRB*: t-cell receptor beta chain; *MRC1:* macrophage mannose receptor 1*; MASP1:* mannan-binding lectin serine protease 1*; CLEC4M:* C-type lectin domain family 4, member M*; Gig1*: grass carp reovirus-induced gene 1; *IFNGR1*: interferon gamma receptor alpha chain; *GVINP1*: interferon-induced very large gtpase 1; *TLR9*: toll-like receptor 9; *IL 22, 17*: interleukin; *MRSA*: peptide methionine sulfoxide reductase; *SOD*: superoxide dismutase*; GSTT1*: glutathione s-transferase theta-1; *TXNDC17*: thioredoxin domain-containing protein 17; *MMP13*: collagenase 3; *PLAT*: tissue-type plasminogen activator; *FGF10*: fibroblast growth factor 10, *VNT*: vitronectin; *HGF*: hepatocyte growth factor; *HGFR*: hepatocyte growth factor receptor; *HGFAC*: hepatocyte growth factor activator; *HIGD1A*: hig1 domain family member 1a; *PCNA*: proliferating cell nuclear antigen; *TAL1*: t-cell acute lymphocytic leukemia protein 1; *GATA2*: gata-binding factor 2; *TPM4*: tropomyosin alpha-4 chain; *GIP*: gastric inhibitory polypeptide; *CCK2*: cholecystokinin B receptor; *CART*: cocaine- and amphetamine-regulated transcript; *CGRP*: calcitonin gene-related peptide; *PRDM1a*: *PR* domain containing 1a, with ZNF domain; *SOSCS*3: suppressor of cytokine signalling 3; *TNFRSF11B*: tumor necrosis factor receptor superfamily, member 11b; *TRAIL*: TNF-related apoptosis-inducing ligand; *DEDD2*: DNA-binding death effector domain-containing protein 2.

## Electronic supplementary material

Additional file 1: Table S1: List of shared differentially expressed genes between the three organs. Common differentially expressed genes between kidney, spleen and pyloric caeca. Fold change by tissue, fragments per kilobase of exon per million fragments mapped (FPKM) in control and infected samples by tissue and GO terms for each gene are shown.

Additional file 2: Table S2: List of differentially expressed genes in head kidney. Differentially expressed genes in kidney. Fold change, fragments per kilobase of exon per million fragments mapped (FPKM) in control and infected samples and associated functional group for each gene are shown.

Additional file 3: Table S3: List of differentially expressed genes in spleen. Differentially expressed genes in spleen. Fold change, fragments per kilobase of exon per million fragments mapped (FPKM) in control and infected samples and associated functional group for each gene are shown.

Additional file 4: Table S4: List of differentially expressed genes in pyloric caeca. Differentially expressed genes in pyloric caeca. Fold change, fragments per kilobase of exon per million fragments mapped (FPKM) in control and infected samples and associated functional group for each gene are shown.

How the deposited data were processed for this re-analysis (not part of the article)

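RNA-seq counts were analysed for head kidney, spleen and pyloric caeca of turbot sampled on day 42. Each organ has 4 libraries: 3 from single RCPT fish with severe enteromyxosis and 1 from RNA pooled from 3 CTRL fish. The authors trimmed the reads, mapped them to the turbot genome with Tophat2 and Bowtie2, counted the reads on each gene with HTSeq-count and annotated the genes with Blast2GO. The deposited values are the authors' read counts per gene, without normalization. They were checked to be whole numbers, 0 columns of the table were left unused and 0 rows were without a gene. The paper's text does not name the overlap mode or strand setting of the counting, nor which test of edgeR was used. Total counts per library lay between 8632879 and 13641955, so 3 counts, the floor used here for a group at 0, correspond to 0.218 to 0.328 CPM in a single library.

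All computations were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In each organ, genes were kept by filterByExpr (minimum count of 10 and minimum total of 15), scaled by TMM and compared between RCPT and CTRL by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p below 0.05 and an absolute log2 FC above 1 were called DE. The CTRL group has 1 library per organ, so the spread was estimated from the 3 RCPT fish and the CTRL pool was assumed to vary like them. DE genes were pooled over the organs, and shared genes were compared with the number expected by chance by Fisher's exact test across genes. An effect common to the organs was tested over all 12 libraries with the organ as a covariate, and its spread also comes from the 3 CTRL pools. Differences of the effect between organs were tested over all 12 libraries as the interaction of organ and infection, with the same limits. The similarity of the effect between organs is the Pearson correlation of log2 FC across genes. Libraries were clustered on log2 values of CPM plus 1, as the paper's text does not state the scale of the values it clustered. Genes high in one group and nearly absent in the other had at least 100 CPM in one and under 1% of it in the other, a description without a test.

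The genes considered for the text were chosen by a rule. It takes every gene of Table 2, whose values in the paper's tables had been seen, and the 3 DE genes with the largest and the 3 with the smallest log2 FC in each organ among those with every RCPT fish on 1 side of CTRL and at least 10 counts in the larger group mean. Of the genes of Table 2, 1 is not reported here. Genes that the paper names outside Table 2 are also given, and were chosen after their values had been seen. Genes were matched to the paper's names by the annotation of the table. For 3 names of Table 2 (MASP3b, ALOXE3 and TNFRSF10B) no gene carries the name and the gene with the closest log2 FC was taken, and for IFIT-1, CD4, HBB1 and ACTA a gene with another name of the same protein. For IL4I1 the gene with the name printed in Table 2 is given, and beside it a gene with another name because its log2 FC were close to those of Table 2. For CYBB and GATA2 a paralog, looked for after seeing the values, is given beside the gene of the name. Where several genes carry a name, the gene with the most counts is compared with Table 2 and other genes of the name are given beside it.

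For the DE genes 16 alternatives were run, of which 2 were chosen after the data were examined. They cover edgeR's exact test, its likelihood ratio test, its legacy settings, DESeq2, scaling by RLE size factors or library totals, other filters on low counts, adjusted p alone, a test against an absolute log2 FC of 1 (glmTreat), all 12 libraries in one fit and each RCPT fish left out in turn. The legacy settings are the default of this version of edgeR, so that alternative equals the values reported. Added later were edgeR's quasi-likelihood test without legacy settings and its exact test with no filter on low counts, and for the difference between pyloric caeca and head kidney a fit of the 8 libraries of these organs, without and with the fish number as a replicate block. For the effect common to the organs, limma with voom was added, without and with the fish number as a random replicate block, for 1 effect and for the mean of the effects of the 3 organs in a fit of 6 groups. The numbers RCPT 1 to 3 were taken as the same fish in head kidney and pyloric caeca, because the deviations of a library from the mean of its RCPT group, over 18158 genes, correlated between libraries of the same number (0.217, 0.228 and 0.217). Between head kidney and spleen these correlations were 0.0528, 0.0712 and -0.101, and between spleen and pyloric caeca 0.131, 0.113 and -0.157, so the numbers of spleen are not taken as the same fish.

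The procedure was tested on simulated data with the sample sizes of each organ and 1 common spread per organ for all genes. A spread that differs between genes was not simulated, so the rates given here need not hold for the real data. Only genes above a minimum of expected counts were changed. Of 200 genes changed 4-fold it called 79.5% in head kidney, 52.5% in spleen and 64.5% in pyloric caeca, and of genes changed 16-fold 100, 99 and 100%. In unchanged simulated data 0 genes were called. For the effect common to the organs it called 100% of the genes changed 4-fold. A difference between organs was called for 5% of genes that differed 4-fold between pyloric caeca and head kidney and 11% between pyloric caeca and spleen, and for 98 and 96.5% of those that differed 16-fold. Lists of marker genes were written for the exocrine pancreas (11 genes), the endocrine pancreas (6), the intestinal epithelium (12) and cell volume regulation (6) before they were tested, 6 exocrine genes and 1 endocrine gene having been seen before. Transcript-level values, the minimum transcript length and the enrichment of GO terms were not analysed here, since the table holds counts per gene without lengths or GO terms.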

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

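Chosen only after the results were seen were the fits of the 8 libraries of head kidney and pyloric caeca and the comparison of pancreas genes with the other 11 libraries. The other tests of this part were set before the values they measure were seen.

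The effect of infection differed between organs. Tested as a difference of log2 FC over all 12 libraries, it differed between pyloric caeca and head kidney for 1708 genes (643 higher in pyloric caeca, 1065 lower, 1250 with opposite signs) and between pyloric caeca and spleen for 1218 genes (488 higher, 730 lower, 859 with opposite signs). Between spleen and head kidney edgeR's quasi-likelihood test called 0 genes, with 1734 at an unadjusted p under 0.05, while DESeq2 called 219 and scaling by library totals 5. Library size argues little for these numbers: with every library thinned to the smallest total, 1648 and 1133 genes differed. Scaling moved the balance of directions more than the count, since library totals alone gave 1397 genes (836 higher, 561 lower) for pyloric caeca minus head kidney and 933 (533 higher, 400 lower) for pyloric caeca minus spleen. The numbers rest in part on single fish, with 381 and 155 without RCPT 3, 1088 and 533 without RCPT 2, and 1895 and 1843 without RCPT 1. With the fish number as a replicate block they were 1831 and 1505, and 0 between spleen and head kidney. In the 8 libraries of head kidney and pyloric caeca alone 1578 genes differed, and 2032 with the block. Each organ has 1 CTRL pool, so that any difference in handling between the pools and the RCPT fish cannot be told apart from infection. Taking each library in turn as the CTRL, 1 of 4 labellings of an organ gave as many DE genes, and the other 3 gave 0. In those 3 the actual CTRL pool lay among the other libraries, which widens their spread by construction. As 4 libraries allow no lower share than 1 of 4, this comparison cannot exclude chance. GC content, gene length and reads shared between paralogs were not tested. A response that differs between the organ in which the parasite multiplies and the lymphoid organs stays open as a hypothesis.

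Genes of the exocrine pancreas took 7.62% of the counts of RCPT 1 in spleen, and the paper's text discusses none of them. The share was 0.238 and 0.121% in RCPT 2 and RCPT 3 and 0.416% in CTRL, and 7.32, 1.97 and 5.15% in RCPT and 1.86% in CTRL of pyloric caeca, around which the pancreas of turbot may lie dispersed. Of the 11 genes on this list 9 were highest in RCPT 1 among the spleen libraries, and 10 had counts enough to be tested in spleen and 10 in pyloric caeca. Trypsinogen ii (XLOC_003317) was at 53908 CPM in RCPT 1, against 1251, 661 and 2163 CPM in RCPT 2, RCPT 3 and CTRL of spleen. Median log2 FC of the list were -0.05, 2.74 and 1.17 in head kidney, spleen and pyloric caeca. Pancreatic tissue in the spleen sample of that fish is a candidate explanation. It was tested on genes of the endocrine pancreas whose values had not been looked at: 3 of 5 with at least 10 counts in spleen were highest in RCPT 1, where 1 in 4 libraries would be highest by chance, too few genes to decide. Among them were preprosomatostatin i (XLOC_019407, 135 CPM) and preprosomatostatin ii (XLOC_019406, 53.7 CPM), both at 0 counts in the other spleen libraries. Glucagon-2-like (XLOC_001098), seen before, had 3689 counts in RCPT 1 and 0 in the others. The 6 endocrine genes had a median log2 FC of 1.87 in head kidney (1 gene tested), 10.63 in spleen and 0.14 in pyloric caeca (2 tested). Reads carried over from another library of the study could not give more CPM than that library has. Of 17 pancreas genes 10 had more in RCPT 1 of spleen than in each of the other 11 libraries, or 9 with library totals in place of TMM. Among these were glucagon-2-like, preprosomatostatin i and preprosomatostatin ii, at 341, 135 and 53.7 CPM against at most 0.158, 0.483 and 0.768 elsewhere, so carry-over from these libraries is excluded as the whole cause. Reads of a sample from outside the study stay open. Spleen had 1139 DE genes without RCPT 1, beside 306 with all fish. No biological explanation was tested, since the design gives no condition that sets RCPT 1 apart.

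Myo-inositol monophosphatase (XLOC_020559), which Table S1 lists and the paper's text does not discuss, rose in pyloric caeca with a log2 FC of 8.82 (SE 0.564, adjusted p = 0.00108). It went from 4.11 CPM in CTRL to 1888 ± 64.1 CPM in RCPT (SD, n = 3), and was higher in 3 of 3 RCPT fish in each organ. Its log2 FC was 2.04 in head kidney (adjusted p = 0.0579) and 4.24 in spleen (adjusted p = 0.0404). Counts of 22797 to 22984 in the RCPT fish against 38 in CTRL leave counting error and depth out as the whole cause. Reads shared with paralogs argue little for it, as inositol monophosphatase 1-like (XLOC_020558) had a log2 FC of -0.09 in pyloric caeca, while another paralog, XLOC_021564, had 2.61 (adjusted p = 0.00964). A response to high osmolality is a candidate explanation, since the enzyme makes a solute that cells use to keep their volume. Of 18 log2 FC of 6 other genes of cell volume regulation over the 3 organs, 6 were above 1, 0 were below -1 and the median was 0.44, which does not decide. The medians were 0.71, 0.42 and -0.19 in head kidney, spleen and pyloric caeca. The sodium myo-inositol cotransporter (XLOC_001048) had 2.21 in head kidney, 3.76 in spleen and -0.88 in pyloric caeca, the organ in which the enzyme rose most.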

How the results depend on the processing

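Chosen after the data were examined were edgeR's quasi-likelihood test without legacy settings, its exact test with no filter on low counts, the fits of the 8 libraries of head kidney and pyloric caeca, and the fits by limma with voom. All other alternatives were chosen before the data were examined. A number of genes is called kept here when it stayed within 1.5 times the value reported. A log2 FC, a correlation or a ratio of distances is called kept when it moved by less than its SD over RCPT fish. Numbers of genes with counts were kept, at 21499 with at least 1 CPM in 1 library and 22518 with at least 10 counts, beside 22752. For the 260 values of genes of Table 2 and of genes at the ends of the range, of 4106 values under the alternatives, 3685 kept the call, 104 were no longer DE, 317 became DE and 0 reversed.

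Numbers of DE genes in head kidney, spleen and pyloric caeca were 601, 306 and 3437, with 4018 in any organ, 38 shared by all and 102, 160 and 102 shared by head kidney and spleen, by head kidney and pyloric caeca and by spleen and pyloric caeca. In that order they were 2091, 1527 and 4248, 6429, 197 and 538, 635 and 461 by edgeR's exact test, 2315, 1666 and 4466, 6858, 218 and 593, 703 and 511 by its likelihood ratio test, and 1750, 1548 and 3671, 5607, 187 and 500, 571 and 478 by DESeq2. With all 12 libraries in one fit they were 1340, 888 and 3825, 5060, 134 and 362, 446 and 319. The exact test with no filter gave 2100, 1464 and 4232, 6410, 188 and 527, 619 and 428. With glmTreat they fell to 139, 0 and 1294, 1413, 0 and 0, 20 and 0, as a test against a higher limit must call fewer genes, and in spleen 1407 of 18664 genes had an unadjusted p under 0.05 by that test. Why the other tests called more genes in head kidney and spleen was not examined beyond this, and the cause was not tested.

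Scaling by RLE size factors kept the numbers of head kidney and pyloric caeca and gave 199 in spleen and 25 shared by all organs. Library totals alone gave 1259 in spleen, 91 shared by all organs, 320 shared by head kidney and spleen and 434 shared by spleen and pyloric caeca, and no filter on low counts 485 in spleen. At least 1 CPM in 2 of 4 libraries and the test without legacy settings kept each number. The adjusted p alone and the legacy settings kept each of these numbers. The cause was not tested.

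Leaving out each RCPT fish in turn, which leaves 2 RCPT libraries against 1, gave 144 to 2551 DE genes in head kidney (144 without RCPT 3, 2551 without RCPT 2), 0 to 1139 in spleen (0 without RCPT 2 or RCPT 3 by the quasi-likelihood test, where 3554 and 3219 genes had an unadjusted p under 0.05, and 1139 without RCPT 1) and 1385 to 4672 in pyloric caeca. In any organ it gave 1502 to 5679, shared by all 0 to 100, shared by head kidney and spleen 0 to 283, by head kidney and pyloric caeca 27 to 582 and by spleen and pyloric caeca 0 to 396. The effect common to the organs ranged from 727 to 1524 genes, the difference of pyloric caeca minus head kidney from 381 to 1895 and that of pyloric caeca minus spleen from 155 to 1843. Numbers of genes high in CTRL and nearly absent in RCPT were 0 to 1 in head kidney and 39 to 42 in pyloric caeca, and of the reverse 0 to 1 in head kidney and 1 to 2 in spleen. Fewer fish also leave fewer degrees of freedom, but the gain without some fish shows that this is not the only cause, and the rest was not tested.

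The largest and smallest log2 FC among DE genes, in head kidney, spleen and pyloric caeca, were 8.54, -11.16, 8.01, -12.83, 12.14 and -15.19. They were 11.34, -11.16, 10.92, -12.83, 12.14 and -15.19 by the exact test, 10.57, -10.80, 24.52, -12.24, 11.23 and -15.61 by DESeq2 and 6.52, -8.03, 5.61, -8.84, 9.95 and -13.72 with a prior count of 2. A larger prior count shrinks by construction the values of genes near 0 counts in 1 group. The cause of the other changes in the range was not tested.

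The mean distance of CTRL to the RCPT fish over that among RCPT fish, 1.67, 1.39 and 2.34 in the 3 organs, was 0.926, 0.613 and 1.60 on CPM without log, where CTRL no longer joined last, and 1.47, 1.24 and 1.90 on log2 of CPM plus 0.1. In pyloric caeca it was 2.39 on genes kept by filterByExpr and 2.21 with library totals alone. Average linkage cannot change these ratios, which do not use the linkage, and with it CTRL still joined last in each organ. Without the log, abundant genes weigh more by construction. Genes high in CTRL and nearly absent in RCPT numbered 0, 0 and 39 in head kidney, spleen and pyloric caeca, and the reverse 0, 2 and 4. With at least 10 CPM they were 3, 1 and 60, and 4, 9 and 21 in reverse, with under 10% 34, 10 and 160, and 9, 21 and 44 in reverse, as looser limits must give, and with library totals alone 1, 0 and 36, and 0, 1 and 6 in reverse.

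The effect common to the organs, 1908 genes, had 3682 at the adjusted p alone, which drops the limit on the log2 FC, and 1266 without head kidney. The other settings chosen before, with all fish, kept it, at 1370 without spleen to 2399 by DESeq2. By limma with voom it was 2275, and 2386 or 2650 with the fish number as a random replicate block in head kidney and pyloric caeca or in all organs. The correlation within blocks was then negative (-0.0642 and -0.0984) in a fit whose residuals also hold effects that differ between organs. With the mean of the 3 effects tested in a fit of 6 groups, it was 2012 without the block and 1736 and 1891 with it (correlation within blocks 0.257 and 0.0467). All of these are kept, but each rests on 1 CTRL pool per organ. Differences of the effect, 0, 1708 and 1218 for spleen minus head kidney, pyloric caeca minus head kidney and pyloric caeca minus spleen, were 219, 2575 and 2192 by DESeq2 and 5, 1397 and 933 with library totals alone. With the fish number as a replicate block they were 0, 1831 and 1505, although the numbers of spleen are not shown to be the same fish. RLE size factors, no filter and the adjusted p alone kept the last 2 numbers and gave 0 for the first. The correlation of log2 FC between head kidney and spleen, 0.616, was 0.809 over DE genes only and 0.674 over genes with a mean of at least 50 counts. The other correlations were kept. Genes of Table S1 found by value, 25 within 0.05, numbered 1 within 0.01 and 36 within 0.2, as a tighter limit must give fewer. The cause of the other changes was not tested.

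Each alternative gave a value for every result it was set for, except for named genes with low counts: at least 1 CPM in 2 of 4 libraries, and leaving out a fish, left some of them untested. Depth limits values near the floor: a gene at 0 in the CTRL pool can still be at up to 0.257 to 0.325 CPM there, the value of 3 counts in the 3 pools. With all libraries thinned to the smallest total, 605, 322 and 3396 genes were DE in head kidney, spleen and pyloric caeca.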

Differences from the paper's values

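Values of the paper are marked as the paper's. A number of genes differed when one value was more than 1.5 times the other, and a log2 FC when the signs differed or the values were apart by more than the SD of log2 CPM between RCPT fish. Where alternatives set before the data were examined are named, the value under them did not differ from the paper's, and under the other such alternatives it did.

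The paper's number of DE genes in head kidney is 1316, and here it was 601; DESeq2 and all 12 libraries in one fit gave a number that did not differ. In spleen the paper's number is 1377 against 306 here, and the exact test, the likelihood ratio test, DESeq2, library totals alone and leaving out RCPT 1 did not differ from it. Of those in head kidney, the paper has about 400 higher in RCPT in Fig. 2, read by eye, against 197 here, which differed under each alternative, and about 920 lower in Fig. 2, read by eye, against 404 here, which did not differ under the exact test, the likelihood ratio test, DESeq2, all 12 libraries in one fit and leaving out RCPT 2. Of those in spleen it has about 510 higher in Fig. 2, read by eye, against 126, and the exact test, library totals alone, all 12 libraries in one fit and leaving out RCPT 1 did not differ. It has about 870 lower in Fig. 2, read by eye, against 180, and the exact test, the likelihood ratio test, DESeq2 and library totals alone did not differ. Genes DE in all 3 organs number 117 in the paper and 38 here. That number did not differ under library totals alone, all 12 libraries in one fit and leaving out RCPT 1. Genes lower in both head kidney and spleen number 321 in the paper and 90 here. The exact test, the likelihood ratio test, DESeq2, library totals alone, all 12 libraries in one fit and leaving out RCPT 1 did not differ from it. The exact test with no filter on low counts, chosen after seeing the values, did not differ for the number of DE genes in spleen, for those higher and lower in spleen, for those lower in head kidney and for those lower in both, and it dropped 0 of the 27 values of Table 2 that were called here.

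Annotated DE genes higher in RCPT in head kidney are 181 in the paper and were 101 here, and differed under each alternative. For those lower in head kidney the paper gives 400 and 201 were found; the exact test, the likelihood ratio test, DESeq2, library totals alone, all 12 libraries in one fit and leaving out RCPT 2 did not differ. In spleen the paper gives 229 higher against 61 here, with no difference under library totals alone, all 12 libraries in one fit and leaving out RCPT 1. Lower in spleen the paper has 353 against 95 here, where the exact test, the likelihood ratio test, DESeq2, library totals alone and leaving out RCPT 1 did not differ. Higher in pyloric caeca the paper has 562, below the 844 found here, and RLE size factors, no filter on low counts, at least 1 CPM in 2 of 4 libraries and leaving out RCPT 2 did not differ. Annotated genes shared by all organs are 48 in the paper and 19 here, and library totals alone, all 12 libraries in one fit and leaving out RCPT 1 did not differ. Of the genes shared by all organs, with or without a name, the paper counts 12 as higher in pyloric caeca and lower in the lymphoid organs, against 3 here, and the exact test, DESeq2, all 12 libraries in one fit and leaving out RCPT 1 did not differ. The exact test with no filter, chosen after seeing the values, did not differ for the annotated genes lower in head kidney and lower in spleen and for the shared genes opposite between organs, and dropped the same number of called values as given above, 0. The largest log2 FC in head kidney is 11.26 in the paper and was 8.54 here, and the exact test did not differ. In spleen it is 13.29 in the paper against 8.01 here, which differed under each alternative. Both values here belong to genes at 0 counts in CTRL and depend on the prior count, so they stand only for bounds: XLOC_007300 was at least 13.4-fold higher in head kidney and XLOC_013638 at least 11.3-fold higher in spleen. Glucagon-2-like (XLOC_001098), with counts in RCPT 1 alone, had a log2 FC of 13.30 in spleen (adjusted p = 0.399) and was not DE.

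Of 74 log2 FC of Table 2 compared by gene name, 43 did not differ and 31 did. The comparison took the gene with the most counts, or for CYBB, GATA2 and IL4I1 the gene of the name itself. For the following names another gene came within 0.2 of the paper's value. Such a gene was looked for after seeing the values, so its closeness is no test of the paper's value. For CYBB and GATA2 it carries the name of a paralog, NADPH oxidase 1 and GATA3, and for IL4I1 the name skin mucus antibacterial L-amino acid oxidase. The paper gives -6.3, -4.9 and -5.4 for MHC class I in head kidney, spleen and pyloric caeca, and XLOC_016152 had -0.20, -0.26 and -1.26, while XLOC_022886 had -6.25, -4.92 and -5.39. For IFI44 in head kidney and spleen the paper has -3.2 and -3.6, against -1.22 and -0.62 for XLOC_018181 and -3.13 and -3.49 for XLOC_018180. Gig2 is at -10.4, -12.8 and -7.4 in head kidney, spleen and pyloric caeca in the paper, where XLOC_007586 was at -0.83, -0.33 and 0.58 and XLOC_022929 at -10.41, -12.83 and -7.45. The paper gives 4.8, 5.9 and 9.5 for IL4I1 in head kidney, spleen and pyloric caeca, and XLOC_012445 had -0.39, -1.13 and -2.21, while XLOC_016891 had 4.79, 5.91 and 9.49. For CD83 in spleen the paper has -1.8, against -0.16 for XLOC_013924 and -1.72 for XLOC_020655. CYBB is at -4 and 3.7 in head kidney and pyloric caeca in the paper, where XLOC_019950 was at -0.64 and -0.83 and XLOC_009020 at -3.91 and 3.71. The paper gives 4 for CCL in pyloric caeca, and XLOC_000220 had 4.31, while XLOC_020779 had 3.97. For LITAF in pyloric caeca the paper has 6.2, against 4.34 for XLOC_007271 and 6.20 for XLOC_000099. The immunoglobulin light chain is at -2 and 2.7 in spleen and pyloric caeca in the paper, where XLOC_016161 was at 0.18 and 1.56 and XLOC_007506 and XLOC_022670 at -1.98 and 2.68. The paper gives -2 for TCRB in spleen, and XLOC_006054 had -2.70, while XLOC_010796 had -1.89. For perforin in head kidney the paper has -3.2, against -0.0544 for XLOC_021653 and -3.21 for XLOC_014958. Catalase is at -2 and -2.5 in head kidney and pyloric caeca in the paper, where XLOC_005153 was at 2.64 and -0.90 and XLOC_020740 at -1.94 and -2.54. The paper gives -2 for GSTT1 in pyloric caeca, and XLOC_013555 had 0.78, while XLOC_014005 had -1.97. For GATA2 in head kidney and spleen the paper has -3.5 and -2.2, against -0.58 and 0.82 for XLOC_004329 and -3.51 and -2.16 for XLOC_004311. Some of these genes had 0 counts in a group, so that their log2 FC depends on the prior count and closeness to the paper says little: XLOC_022929 was at least 893-fold lower in spleen, XLOC_016891 was at least 24.3-fold higher in pyloric caeca and XLOC_000099 was at least 2.45-fold higher in pyloric caeca.

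For other names no other gene came as close in each organ that differed. For IFNGR1 in head kidney and spleen the paper gives -2.7 and -4.4, and XLOC_017401 had 0.38 and 1.19. In spleen the paper has -4.3 for CD209, against 0.67 for XLOC_003657. For IL1RAP in pyloric caeca the paper gives 2.6, and XLOC_005668 had 2.54, apart by more than its small SD between RCPT fish (0.0546). The paper's value is given to 1 decimal, so this difference may be largely rounding. In head kidney the paper has -1.7 for granzyme, against 1.5 for XLOC_007896. For TRAF2 in pyloric caeca the paper gives 3.6, and XLOC_008123 had -2.15. Interferon gamma receptor 1 XLOC_020574 had -2.63 in head kidney and too few counts to test in spleen. By the exact test with no filter, which dropped 0 of the values called here and was chosen after seeing the values, it was within 0.1 of the paper's value in both organs. Among these values, those that did not differ under an alternative were leaving out RCPT 2 for CD83 in spleen, RLE size factors and leaving out RCPT 3 for CCL in pyloric caeca and no filter on low counts, all 12 libraries in one fit and leaving out RCPT 1 for IL1RAP in pyloric caeca. IL1RAP in pyloric caeca also did not differ under the exact test with no filter on low counts, chosen after seeing the values. The remaining values differed under each alternative.

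Table 2 of the paper lists its values as those of DE genes. Of 74 compared here, 27 were DE here in the paper's direction. If any gene matched to the name may count, 40 were. These matches include genes of another name for CYBB, GATA2 and IL4I1, looked for after seeing the values. Alternatives called others: the exact test called 47, the likelihood ratio test 48, library totals alone 42, leaving out RCPT 1 42, DESeq2 40, all 12 libraries in one fit 36, no filter on low counts 29, RLE size factors 27, leaving out RCPT 2 27, at least 1 CPM in 2 of 4 libraries 25, and glmTreat and leaving out RCPT 3 18 each. The adjusted p alone and the legacy settings called the same genes. Chosen after seeing the values, the test without legacy settings called 30 and the exact test with no filter 44, and both dropped 0 of those called here. Called in the paper's direction in no setting were 25. The 25, and the numbers given for the alternatives, take only the gene compared. If any gene matched to the name may count, alternatives with all fish called from 27 (glmTreat) to 65 (likelihood ratio test).

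Directions differ as well. The paper counts more genes lower than higher in RCPT, 3,062 and 1,817, and here 2186 and 1870 were found. More genes were higher than lower with library totals alone (3555 and 2412), DESeq2 (3212 and 2655), the likelihood ratio test (3636 and 3503) and all 12 libraries in one fit (2602 and 2592). The paper calls the number in pyloric caeca almost double that of the other organs, where 3437 here stand against 601 and 306. The potassium channel KCNN3 (XLOC_003216) is among the paper's genes higher in pyloric caeca and lower in the lymphoid organs, and here its log2 FC were 0.57, 0.75 and 0.92, none of them DE. A gene of another name (XLOC_003117), found by its values, had -2.20, -1.74 and 3.09, of which that in head kidney was DE. The paper has granzyme lower in head kidney, where XLOC_007896 was higher and not DE. It has CD209 lower in spleen, where XLOC_009419 had 1.59 and was DE and other genes of the name were not (XLOC_009418 at -0.25, XLOC_018741 at 0.14), and TRAF2 higher in pyloric caeca, where XLOC_008123 was DE and lower. Table 1 of the paper gives a mean number of aligned reads in pyloric caeca that is below the mean of 11389263 counts on genes in the 4 libraries, and the cause is not known.

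Other genes have the paper's direction and were not DE. IL22 (XLOC_019899) in head kidney (-4.41) was DE under the exact test, the likelihood ratio test and all 12 libraries in one fit and, chosen after seeing the values, under the test without legacy settings and the exact test with no filter. In pyloric caeca IL22 (-1.74) was DE under the exact test, the likelihood ratio test, RLE size factors, at least 1 CPM in 2 of 4 libraries and leaving out RCPT 1 and, chosen after seeing the values, under the test without legacy settings and the exact test with no filter. CD83 (XLOC_020655) in spleen (-1.72) was DE under the exact test, the likelihood ratio test, DESeq2 and library totals alone and, chosen after seeing the values, under the exact test with no filter. CD4 (XLOC_003285) in spleen (-1.57) was DE under the likelihood ratio test and library totals alone. SLC4A1 (XLOC_012312) in spleen (-4.59) was DE under the exact test, the likelihood ratio test, DESeq2, library totals alone, all 12 libraries in one fit and leaving out RCPT 1 and, chosen after seeing the values, under the exact test with no filter. GATA3 (XLOC_004311) in spleen (-2.16) was DE under the exact test, the likelihood ratio test, DESeq2, library totals alone, no filter on low counts, at least 1 CPM in 2 of 4 libraries, all 12 libraries in one fit and leaving out RCPT 1 and, chosen after seeing the values, under the test without legacy settings and the exact test with no filter. CART (XLOC_019098) in pyloric caeca (6.69) was DE under the exact test, the likelihood ratio test and library totals alone and, chosen after seeing the values, under the exact test with no filter. Hepcidin (XLOC_011628) in head kidney (2.73) was DE under none of the alternatives set before. In spleen hepcidin (2.15) was DE under library totals alone. Genes named outside Table 2 were run in the values reported and not in every alternative: C3 (XLOC_006002) had 3.89 in head kidney and -1.68 in spleen, HGF (XLOC_006852) 3.02 in head kidney and 3.54 in spleen, MASP1 (XLOC_019425) 2.20 in spleen, CGRP (XLOC_017880) 1.97 in pyloric caeca and CLEC4M (XLOC_009420) 0.70 there, none of them DE.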

Other observations

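The test for a gene absent from the genome, the test for presence or absence of gene copies and the limit to combinations with the same number in head kidney and pyloric caeca were chosen only after the results were seen.

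Chance was tested by taking other libraries as the CTRL. Within an organ, 1 of 4 labellings called as many genes in head kidney, 1 of 4 in spleen and 1 of 4 in pyloric caeca, and each RCPT library taken as the CTRL called 0 genes by the quasi-likelihood test, with 744, 170 and 100 genes at an unadjusted p under 0.05 in head kidney, 672, 123 and 365 in spleen and 375, 112 and 78 in pyloric caeca. Where an RCPT library was taken as the CTRL, the actual CTRL pool lay in the other group, which widens the spread of that group. Few calls then follow by construction, and the same holds for each relabelled organ in the combinations below. In unchanged simulated data, with 1 common spread per organ, the procedure also called 0 genes, but 4 labellings allow no lower share, so they cannot exclude chance. Over the organs, 64 combinations take 1 library of each organ as the CTRL. The effect common to the organs called 1908 genes, and 1 of 64 combinations, the actual one, reached this, with at most 53 genes in the others. Genes DE in the same direction in all organs numbered 35, reached by 1 of 64 combinations, with 0 in the others. The mean correlation of log2 FC between organs was 0.370, reached by 1 of 64, with at most 0.296 in the others. Of the single correlations, that of head kidney and spleen, 0.616, was reached by 1 of 16 pairs of libraries, that of spleen and pyloric caeca, 0.277, by 1 of 16, and that of head kidney and pyloric caeca, 0.217, by 3 of 16, with up to 0.376 in the others. As RCPT 1 to 3 were taken as the same fish in head kidney and pyloric caeca, the combinations that keep the fish together are 16, and 1 of 16 reached each of the first 3 values, with at most 9 genes in the others for the common effect. In 12 of these 16 the correlation of head kidney and pyloric caeca reached 0.217. It was 0.121, 0.376 and 0.281 with RCPT 1, RCPT 2 and RCPT 3 as the CTRL of both organs. A share of 1 in 16 is the lowest these combinations allow, so chance cannot be excluded for the common effect, the shared genes or the mean correlation. A trait shared by the CTRL pools other than infection, such as their handling, would give the same values and was not tested.

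The larger number of DE genes in pyloric caeca is not explained by library size. With every library thinned to the smallest total it was 3396, against 605 in head kidney and 322 in spleen.

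Genes high in CTRL and nearly absent in RCPT of pyloric caeca, 39 in number with a median log2 FC of -9.46 (largest -6.80), might reflect a lower share of epithelial cells. General markers of the intestinal epithelium had a median log2 FC of 0.654 there and 11 of 12 were tested. They ranged from -1.41 to 3.01, 3 were lower, 1 was DE and lower and 2 were DE and higher. Some of these markers are not specific to intestine, so their median alone cannot exclude a loss of epithelium. Claudin 3b (XLOC_010173) was at 114 to 289 CPM in head kidney and 4.33 to 55.1 CPM in pyloric caeca. Both homeobox protein cdx-1-like genes (XLOC_014479 and XLOC_021607), at most 0.171 CPM in head kidney and spleen, had log2 FC of -1.16 and -1.41. A partial loss of epithelium therefore stays open. These 2 genes fell far less than the 39, which argues against such a loss as the whole cause. A loss of mature enterocytes alone was not tested. The markers of the epithelium had a median of 1.35 in head kidney and 1.51 in spleen.

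Of 25 genes DE and lower in all organs, 18 had every RCPT library above 5% of CTRL, so absence of these genes from the genome of the RCPT fish cannot explain them. In 2 genes every RCPT library was below 5%: a gig2-like gene (XLOC_022929, log2 FC -10.41, -12.83 and -7.45 in head kidney, spleen and pyloric caeca) and an MHC class Ia chain (XLOC_022886, -6.25, -4.92 and -5.39). For these, presence or absence of gene copies that differs between fish could be the cause. Among RCPT fish, 9 genes were present in 1 fish and nearly absent in another in both head kidney and pyloric caeca, with the same fish off in both organs, which shows that such genes exist and does not decide for these 2. A fam111a-like gene (XLOC_005691) had 72, 0 and 13 counts in RCPT 1, 2 and 3 of head kidney and 35, 0 and 4 in pyloric caeca, and an emilin-2-like gene (XLOC_010429) 1, 118 and 2, and 3, 152 and 0.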
